# FnrL and Three Dnr Regulators Are Used for the Metabolic Adaptation to Low Oxygen Tension in *Dinoroseobacter shibae*

**DOI:** 10.3389/fmicb.2017.00642

**Published:** 2017-04-20

**Authors:** Matthias Ebert, Sebastian Laaß, Andrea Thürmer, Louisa Roselius, Denitsa Eckweiler, Rolf Daniel, Elisabeth Härtig, Dieter Jahn

**Keywords:** anaerobic energy metabolism, *Dinoroseobacter shibae*, regulation, oxygen-dependent gene expression, denitrification, FnrL, Dnr, Crp/Fnr regulator

## Abstract

The heterotrophic marine bacterium *Dinoroseobacter shibae* utilizes aerobic respiration and anaerobic denitrification supplemented with aerobic anoxygenic photosynthesis for energy generation. The aerobic to anaerobic transition is controlled by four Fnr/Crp family regulators in a unique cascade-type regulatory network. FnrL is utilizing an oxygen-sensitive Fe-S cluster for oxygen sensing. Active FnrL is inducing most operons encoding the denitrification machinery and the corresponding heme biosynthesis. Activation of gene expression of the high oxygen affinity *cbb*_3_-type and repression of the low affinity *aa*_3_-type cytochrome c oxidase is mediated by FnrL. Five regulator genes including *dnrE* and *dnrF* are directly controlled by FnrL. Multiple genes of the universal stress protein (USP) and cold shock response are further FnrL targets. DnrD, most likely sensing NO via a heme cofactor, co-induces genes of denitrification, heme biosynthesis, and the regulator genes *dnrE* and *dnrF*. DnrE is controlling genes for a putative Na^+^/H^+^ antiporter, indicating a potential role of a Na^+^ gradient under anaerobic conditions. The formation of the electron donating primary dehydrogenases is coordinated by FnrL and DnrE. Many plasmid encoded genes were DnrE regulated. DnrF is controlling directly two regulator genes including the Fe-S cluster biosynthesis regulator *iscR*, genes of the electron transport chain and the glutathione metabolism. The genes for nitrate reductase and CO dehydrogenase are repressed by DnrD and DnrF. Both regulators in concert with FnrL are inducing the photosynthesis genes. One of the major denitrification operon control regions, the intergenic region between *nirS* and *nosR2*, contains one Fnr/Dnr binding site. Using regulator gene mutant strains, *lacZ-*reporter gene fusions in combination with promoter mutagenesis, the function of the single Fnr/Dnr binding site for FnrL-, DnrD-, and partly DnrF-dependent *nirS* and *nosR2* transcriptional activation was shown. Overall, the unique regulatory network of the marine bacterium *D. shibae* for the transition from aerobic to anaerobic growth composed of four Crp/Fnr family regulators was elucidated.

## Introduction

The heterotrophic Alphaproteobacterium *Dinoroseobacter shibae* DFL12^T^ is a member of the *Roseobacter* group, which are highly abundant in the marine ecosystem and possess a large metabolic diversity (Buchan et al., 2005; Wagner-Döbler and Biebl, 2006; Simon et al., 2017). *D. shibae* DFL12^T^ utilizes carbon sources usually via the Entner-Doudoroff-pathway instead of standard glycolysis (Fürch et al., 2009). The marine bacterium is able to perform aerobic anoxygenic photophosphorylation to gain additional energy (Biebl et al., 2005). Furthermore, anaerobic growth of *D. shibae* DFL12^T^ using nitrate as terminal electron acceptor was proposed (Wagner-Döbler et al., 2010). It was shown, that upon depletion of the electron acceptor oxygen *D. shibae* DFL12^T^ establishes the whole process of denitrification with the reduction of nitrate via nitrite, nitric oxide, nitrous oxide to dinitrogen (Laass et al., 2014). The corresponding denitrification gene cluster comprises 39 genes organized in six operons. A fine-tuned regulatory network was expected for the gene expression control in response to low oxygen tension (Zumft, 1997). Within the denitrification gene cluster two genes, Dshi_3189 and Dshi_3191, encoding members of the Crp/Fnr family of transcription factors were found. Within the whole genome of *D. shibae* a total of seven genes encoding Crp/Fnr-like regulators were identified (Wagner-Döbler et al., 2010).

The superfamily of Crp/Fnr-like transcription factors are known to respond to a broad spectrum of intracellular and exogenous stimuli (Körner et al., 2003). Despite their low amino acid sequence identity of 25% this group of transcription factors shares common structural features. Known Crp/Fnr family proteins usually consist of two functionally distinct domains, a DNA binding helix-turn-helix motif and an N-terminal region of multiple antiparallel β-strands forming the sensory domain (Schultz et al., 1991). The sensing regions are individually adapted for the detection of highly different signals (Green et al., 2001). *Escherichia coli* Crp reversibly binds cAMP to monitor the glucose status of the cell (Crothers and Steitz, 1992). Fnr, the global oxygen-dependent transcriptional regulator for fumarate and nitrate reduction was firstly characterized for *E. coli* (Spiro and Guest, 1990; Khoroshilova et al., 1997). The sensory region of *E. coli* Fnr possesses four conserved cysteine residues (C20, C23, C29, and C122) at its N-terminus that mediate *in vivo* activity via ligation of an oxygen-sensitive iron-sulfur cluster (Trageser and Unden, 1989; Kiley and Reznikoff, 1991; Green and Guest, 1993; Kiley and Beinert, 1998). An intact iron-sulfur cluster is necessary for dimerization of the regulator and subsequent binding to the palindromic Fnr binding site **TTGAT**-N_4_-**ATCAA** (Green et al., 1996; Lazazzera et al., 1996). *E. coli* Fnr in cooperation with the nitrate/nitrite responsive two component regulatory systems NarX/L and NarP/Q and the redox regulator ArcA/B is controlling the complex network of multiple anaerobic primary dehydrogenases, terminal oxidases and mixed acid fermentation processes (Jahn and Jahn, 2012; Tielen et al., 2012). In *Bacillus subtilis* Fnr in combination with the two component redox responsive system ResDE, the nitric oxide sensor NsrR, the Rex regulator responding to changes in the cellular NAD^+^/NADH ratio and the acetate sensor AlsR are regulating the fine-tuned regulatory network of the anaerobic energy metabolism (Härtig and Jahn, 2012). For *Pseudomonas aeruginosa* regulation of denitrification genes was found dependent on Anr, a homolog of Fnr, a second Crp/Fnr-family regulator Dnr, which senses NO and the nitrate responsive NarX/L system (Schreiber et al., 2007; Rinaldo et al., 2012). All three regulators induce the expression of the nitrate reductase genes *narGHJI* (Schreiber et al., 2007). Dnr activates the expression of residual denitrification genes including *nirS, nirQ, norC*, and *nosR* (Arai, 2003). Active Anr binds to a conserved palindromic sequence within the target promoters known as Anr box, which is similar to the Fnr binding site. The Dnr binding site is indistinguishable from the Anr box (Rompf et al., 1998). A fine-tuned interplay of four Crp/Fnr-like regulators, FnrA, DnrD, DnrE, and DnrS with NarX/L is required for the regulating the denitrification genes of *Pseudomonas stutzeri* (Härtig and Zumft, 1999; Vollack et al., 1999; Vollack and Zumft, 2001). In *Rhodobacteraceae* regulators including RegA/B, FnrL, AppA/PpsR, and PrrBA are responsible for the coordination of the anaerobic metabolism (Wu and Bauer, 2008; Winkler et al., 2013; Kumka and Bauer, 2015).

For *D. shibae* time resolved transcriptome and proteome analyses of a continuous culture that was shifted from aerobic to nitrate respiratory conditions revealed the induced expression of four potential Crp/Fnr-like genes Dshi_0660, Dshi_3189, Dshi_3191, and Dshi_3270 (Laass et al., 2014). Due to their potential involvement in the aerobic to anaerobic transition process, they were annotated as FnrL, DnrD, DnrE, and DnrF, respectively. However, only FnrL contains cysteine residues potentially involved in iron-sulfur cluster formation. No genes for other typical redox sensing or nitrate/nitrite responsive regulators were found in the *D. shibae* genome. Here, we elucidated the regulatory network controlled by these four Crp/Fnr-family regulators. Their regulons were defined using regulatory mutants and transcriptome analyses. Promoter activities crucial for the onset of denitrification in *D. shibae* were further investigated *in vivo* using promoter reporter gene fusions. The iron-sulfur cluster of FnrL was demonstrated for the recombinant purified protein. A novel cascade type regulatory scenario for the aerobic-anaerobic transition coordinated by four Crp/Fnr regulators was observed.

## Materials and methods

### Bacterial strains and growth conditions

The type strain *D. shibae* DFL12^T^ and corresponding mutant strains were grown routinely aerobically in Marine-Bouillon (MB, Roth, Karlsruhe, Germany) at 30°C in bottle flasks shaking at 200 rpm in the dark or on the same medium solidified with 1.5% agar. *E. coli* strains were routinely grown at 37°C and shaking at 200 rpm in Lysogenic Broth (LB) supplemented with the appropriate antibiotics and amino acids (Table 1). The growth behavior of the *D. shibae* strains was analyzed under aerobic and anaerobic conditions in artificial seawater medium (SWM; Tomasch et al., 2011) supplemented with 16.9 mM succinate in bottle flasks shaking at 200 rpm for aerobic growth. For anaerobic cultivation NaNO_3_ to the final concentration of 25 mM was added and incubation was performed in serum flasks sealed with rubber stoppers shaking at 100 rpm (Ebert et al., 2013).

**Table 1:** **Strains and plasmids used in this study**.

**Strain**	**Description**	**Sources/References**
***D. shibae*** **STRAINS**		
DFL12^T^	wild type	Biebl et al., 2005
DS001	*ΔfnrL*:: *aacC1* (*Gm*^*r*^)	This study
DS005	*ΔfnrL*:: *aacC1* (*Gm*^*r*^)*;* pRhokS*fnrL, Cm*^*r*^	This study
DS002	*ΔdnrD*:: *aacC1* (*Gm*^*r*^); GFP	This study
DS006	*ΔdnrD*:: *aacC1* (*Gm*^*r*^); GFP; pRhokS*dnrD, Cm*^*r*^	This study
DS003	*ΔdnrE*:: *aacC1* (*Gm*^*r*^)	This study
DS007	*ΔdnrE*:: *aacC1* (*Gm*^*r*^); pRhokS*dnrE, Cm*^*r*^	This study
DS004	*ΔdnrF*:: *aacC1* (*Gm*^*r*^)	This study
DS008	*ΔdnrF*:: *aacC1* (*Gm*^*r*^); pRhokS*dnrF, Cm*^*r*^	This study
DS100	*DFL12^T^; pBBR1nirS-lacZ, Cm*^*r*^	This study
DS101	*ΔfnrL*:: *aacC1* (*Gm*^*r*^); *pBBR1nirS-lacZ, Cm*^*r*^	This study
DS102	*ΔdnrD*:: *aacC1* (*Gm*^*r*^); *pBBR1nirS-lacZ, Cm*^*r*^	This study
DS103	*ΔdnrE*:: *aacC1* (*Gm*^*r*^); *pBBR1nirS-lacZ, Cm*^*r*^	This study
DS104	*ΔdnrF*:: *aacC1* (*Gm*^*r*^); *pBBR1nirS-lacZ, Cm*^*r*^	This study
DS126	*DFL12^T^; pBBR1nirS(mu)-lacZ, Cm*^*r*^	This study
DS127	*ΔfnrL*:: *aacC1* (*Gm*^*r*^); *pBBR1nosR2-lacZ, Cm*^*r*^	This study
DS128	*ΔdnrD*:: *aacC1* (*Gm*^*r*^); *pBBR1nosR2-lacZ, Cm*^*r*^	This study
DS129	*ΔdnrE*:: *aacC1* (*Gm*^*r*^); *pBBR1nosR2-lacZ, Cm*^*r*^	This study
DS130	*ΔdnrF*:: *aacC1* (*Gm*^*r*^); *pBBR1nosR2-lacZ, Cm*^*r*^	This study
***E. coli*** **STRAINS**		
DH10b	*F- endA1 recA1 galE15 galK16 nupG rpsL ΔlacX74 Φ80lacZΔM15 araD139 Δ(ara, leu)7697 mcrA Δ(mrr-hsdRMS-mcrBC) λ-*	Invitrogen
ST18	*E. coli* S17-1*ΔhemA thi pro hsdR*-M- chromosomal integrated [*RP4-2 Tc::Mu:Kmr::Tn7, Tra+ Trir Strr*]	Thoma and Schobert, 2009
Bl21(DE3) pLysS	*F- ompT gal dcm lon hsdSB(rB- mB-) λ(DE3) pLysS(cm^*r*^)*	Stratagene
**PLASMIDS**		
pEX18Tc	Tc^*r*^; oriT^+^, sacB^+^, *lacZ*,	Hoang et al., 1998
pEX18Ap	*Amp*^*r*^; oriT^+^, sacB^+^, *lacZ*,	Hoang et al., 1998
pEX18Gm	*Gm*^*r*^; oriT^+^, sacB^+^, *lacZ*,	Hoang et al., 1998
pBBR1MCS	*Cm*^*r*^; *lacZ* P*_*lac*_* P*_*T*7_ rep*	Kovach et al., 1994
pBBR1MCS-5	*Gm*^*r*^; *lacZ* P*_*lac*_* P*_*T*7_ rep*	Kovach et al., 1995
pPS858	*Amp*^*r*^; *Gm*^*r*^; GFP	Hoang et al., 1998
pEX18Δ*fnrL*	*Tc*^*r*^; *fnrl*:: *aacC1*	This study
pEX18Δ*dnrD*	*Tc*^*r*^; *dnrD*:: *aacC1*	This study
pEX18Δ*dnrE*	*Tc*^*r*^; *dnrE*:: *aacC1*	This study
pEX18Δ*dnrF*	*Amp*^*r*^; *dnrF*:: *aacC1*	This study
pRhokS*fnrL*	*Chl*^*r*^; *fnrL*	This study
pRhokS*dnrD*	*Chl*^*r*^; *dnrD*	This study
pRhokS*dnrE*	*Chl*^*r*^; *dnrE*	This study
pRhokS*dnrF*	*Chl*^*r*^; *dnrF*	This study
pMA-T	*Amp*^*r*^; Col E1 origin	Thermo Fisher
13AADNLP_seq3_dnrD_pMA-T	*Amp*^*r*^; Col E1 origin; *dnrD*	Thermo Fisher
pET52FnrL	*Amp*^*r*^; *fnrL*	This study
pBBRLIC-*lacZ*	*Cm*^*r*^, LIC-*lacZ*	This study
mini-CTX-*lacZ*	*Tc*^*r*^, Col E1 mini CTX vector carrying the *lacZ* fusion	Becher and Schweizer, 2000
pBBR*nirS*-*lacZ*	*Cm*^*r*^, *nirS-lacZ*	This study
pBBR*nirS(mu)*-*lacZ*	*Cm*^*r*^, *nirS(mu)-lacZ*	This study
pBBR*nosR2*-*lacZ*	*Cm*^*r*^, *nosR2-lacZ*	This study

### Construction of vectors for recombinant FnrL production

The *fnrL* gene (Dshi_0660) was PCR amplified using primers oPT229 and oPT230 (Table 2) containing *Sma*I and *Eco53*kI restriction sites from *D. shibae* genomic DNA. The amplification product and the pET52b vector (Novagen, Darmstadt, Germany) were both digested using *Sma*I and *Eco53*kI. Ligation of both DNA fragments resulted in the plasmid pET52FnrL.

**Table 2:** **Primers used in this study**.

**Name**	**Sequence (5′–3′)^a^**
oPT204	TCCGTGTAGCCCTGGAAATT
oPT205	ATGTGCTTTTCCTTGCGGTT
oPT206	TGGCCGGCATTGGATTGATC
oPT207	TCTCAGTTTGTTCCCGTAGCG
oPT208	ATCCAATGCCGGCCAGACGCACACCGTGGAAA
oPT209	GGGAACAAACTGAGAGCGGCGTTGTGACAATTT
oPT222	GAAGTGCCTTCACCTTCGAG
oPT223	CGCACAGACATGCGTACTTT
oPT224	CAATTCGTTCAAGCCGAGAT
oPT239	CAGAGAGCTCATTTCAGCCAGCAGGGTATC
oPT240	TGCACTGCAGGTGACGCTACGGGAACAAAC
oPT241	AGACCGACGAGATGGAATTG
oPT242	GGGGTGGTGTTCATCATCTG
oPT227	GTTCATGCGACGATTAAGCA
oPT228	CTCTACATGGTTGGCTGACG
oPT169	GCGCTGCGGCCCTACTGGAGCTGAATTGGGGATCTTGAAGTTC
oPT170	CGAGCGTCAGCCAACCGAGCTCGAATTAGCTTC
EH645	CAGAGAGCTCGGCGACCCGGTGAAGTGC
EH646	TGCACTGCAGCTCGCGGGCGCTACATCA
oPT235	TGTATCGAATCACCCCCAAT
oPT236	CTTGTCATAGGGCAGCATCA
oPT216	AGCGTGTCCGAGATGAACTT
oPT217	GATCACCATCACCGTCACC
oPT218	CTTGTCCATCCGGGTGAA
oPT219	ATTTGCCGACAACCGTGT
oPT220	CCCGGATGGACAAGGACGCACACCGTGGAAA
oPT221	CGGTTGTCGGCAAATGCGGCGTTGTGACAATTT
DnrEFW	CAGAGAGCTCCTAGGACATCGGGGTGCTG
DnrEBW	TGCACTGCAGTGCGACGAAAAGGCTCAG
oPT176	CCAAGGCTAAAACCGCACT
oPT177	GAACGAACACGGGCTCAC
oPT146	GACGGTACCCTGATGACGGGCGAGAAC
oPT147	GACGAGCTCCATCCTTGATCTGTGCCA
oPT148	GACGAGCTCGGAGAGGCACATGACACCT
oPT149	GACAAGCTTGTAAAGGCCGGTGACGATG
DnrFFW	CAAGAGAGCTCGTGGTGTCCCATCCACAAA
DnrFBW	TGCACTGCAGCCGCGCCAAACTAGCATC
oPT237	AGGGTCTTGTCGGAATGATG
oPT238	TCGGCAAGCTCAGGACTATT
oPT229	TCCCCCGGGATGCCGGCCACCAG
oPT230	TCGAGCTCTCAGACCAGCGGGCC
EH635	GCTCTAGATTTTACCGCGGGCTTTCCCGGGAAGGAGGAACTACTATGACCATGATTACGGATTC
EH636	CCGCTCGAGTTTCCTTACGCGAAATACG
EH675	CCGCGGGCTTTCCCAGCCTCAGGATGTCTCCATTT
EH676	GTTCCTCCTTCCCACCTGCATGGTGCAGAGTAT

a *Restriction enzyme sites are underlined*.

### Production and purification of recombinant FnrL

For production of heterologous FnrL *E. coli* BL21(DE3) pLysS strain carrying the pET52FnrL vector was grown in 500 ml LB-medium containing 100 μg/ml of ampicillin at 37°C and 200 rpm in a 1,000 ml flask. The medium was inoculated to a starting OD_578 nm_ of 0.05 with a corresponding overnight culture. After reaching an OD_578 nm_ of 0.5–0.6, isopropyl-β-D-thiogalactopyranosid (IPTG) was added to a final concentration of 50 μM to induce protein production. The cultures were shifted to 17°C and 100 rpm for 16 h. Next the cultures were shifted to anaerobiosis and incubated for 2 h. All of the following procedures were performed under strict anaerobic conditions. A cell pellet was obtained by centrifugation of the culture for 15 min at 4,000 × g at 4°C. The cell pellet was resuspended in 10 ml binding buffer (100 mM Tris-HCl pH 7.5, 150 mM NaCl). For cell disruption, a French press (1,200 p.s.i.) was used and a soluble protein fraction was obtained by ultracentrifugation (40,000 × g, 65 min, 4°C). The supernatant was loaded onto a 1 ml *Strep*-Tactin® Superflow® high capacity column (IBA GmbH, Goettingen, Germany). The column was washed two times with 10 ml of washing buffer (100 mM Tris-HCl pH 7.5, 150 mM NaCl). The bound proteins were eluted with 10 ml of elution buffer (100 mM Tris-HCl pH 7.5, 150 mM NaCl, 2 mM desthiobiotin). The purified recombinant proteins were stored at 17°C under oxygen exclusion. Protein fractions were analyzed by SDS-polyacrylamide gel electrophoresis (SDS-PAGE; Laemmli, 1970; Righetti, 1990). Protein concentrations were determined using the Bradford Reagent (Sigma-Aldrich, St. Louis, USA) according to the manufacturer‘s instructions.

### Reconstitution of iron-sulfur clusters in FnrL

The chemical reconstitution of iron-sulfur clusters in FnrL was performed with a final concentration of 40 μM protein solution under strictly anaerobic conditions in a Coy anaerobic chamber (Coy, Grass Lake, USA). Initially, 10 mM DTT were added to the protein solution and incubated for 1 h at 17°C. Afterwards, 1 mM ammonium iron citrate was slowly added under careful mixing. After 5 min of incubation 1 mM lithium sulfide was added. The reaction was stopped after reaching a brownish color (~15 min) by 5 min centrifugation at 14,000 × g. The reconstituted protein was purified using a NAP column (GE Healthcare, Solingen, Germany). Spectroscopic analysis was performed using a UV/Vis Spectroscope V-550 (Jasco, Gross-Umstadt, Germany).

### Construction of *D. shibae* deletion mutants

To obtain deletion strains of *fnrL* (Dshi_0660), *dnrD* (Dshi_3189), *dnrE* (Dshi_3191), and *dnrF* (Dshi_3270) three different cloning strategies were used. For deletion of *dnrD* a synthetic insert was designed and synthesized by GeneArt (Thermo Fisher Scientific, Waltham, USA). The insert harbored 500 bp upstream sequences of *dnrD* and 500 bp downstream sequences. The *dnrD* gene was replaced on the insert by the gentamicin resistance cassette of plasmid pEX18Gm (Hoang et al., 1998). This synthetic insert was cloned by flanking *Kpn*I and *Hind*III restriction sites into the equally cutted pMA-T vector (GeneArt, Thermo Fisher Scientific, Waltham, USA) resulting in vector 13AADNLP_seq3_dnrD_pMA-T (GeneArt, Thermo Fisher Scientific, Waltham, USA). Due to a lack in functionality of the ordered gentamicin resistance cassette, the gene was excised again by *Sac*I cleavage and replaced by the *aacC1* gene (*Gm*^*r*^) and the *gfp* gene from vector pPS858 (Hoang et al., 1998). The newly created insert was cleaved by *Kpn*I and *Hind*III and ligated into the suicide vector pEX18Tc resulting in the final pEX18Δ*dnrD* vector. For construction of the *fnrL* mutant strain the CloneEZ® PCR cloning Kit (Genscipt, New Jersey, USA) was used. A 2715 bp fragment containing the *fnrL* gene together with 993 bp upstream and 973 bp downstream sequences was amplified from genomic DNA of *D. shibae* using primers oPT204 and oPT205 (Table 2). This PCR fragment was cloned into a pEX18Tc vector cleaved by *Eco53*kI by blunt end ligation. The primers oPT206 and oPT207 were used to amplify the entire vector, lacking the full length open reading frame of *fnrL*. Next, the gentamicin resistance cassette from plasmid pBBR1MCS-5 (Kovach et al., 1995) was PCR amplified using primers oPT208 and oPT209. The obtained insert and vector backbone was assembled by using the CloneEZ PCR Cloning Kit (GenScript, Piscataway, USA) according to the manufacturer's instructions resulting in pEX18Δ*fnrL*. The construction of the *dnrE* knockout vector was performed by using the same experimental procedure and resulted in vector pEX18Δ*dnrE*. Using primers oPT216 and oPT217 the full length *dnrE* gene together with 1,178 bp upstream and 1,136 bp downstream sequences of *dnrE* were amplified. For vector amplification primers oPT218 and oPT219 were used. The gentamicin resistance cassette was amplified from pBBR1MCS-5 (Kovach et al., 1995) using oPT220 and oPT221. To obtain a *dnrF* mutant strain of *D. shibae* a *Sac*I digested *aacC1* (*gm*^*r*^) gene of pPS858 was ligated between two PCR fragments of the upstream and downstream region of *dnrF*. Using primers oPT146, which contained a *Kpn*I restriction site at the 5′ end and oPT147 with a *Sac*I restriction site, a 686 bp upstream fragment was obtained. The 541 bp downstream fragment of *dnrF* was amplified using oPT148 with a *Sac*I restriction site and oPT149 which contained a *Hind*III restriction site. The resulting insert was cloned into a pEX18Ap vector (Hoang et al., 1998) resulting in vector pEX18Δ*dnrF*. The obtained suicide vectors for *fnrL, dnrD, dnrE*, and *dnrF* were transferred into *D. shibae* DFL12^T^ via biparental mating using the *E. coli* ST18 donor strain as described previously (Thoma and Schobert, 2009; Ebert et al., 2013). The gene knockout was obtained by double-homologous recombination and was selected on half-concentrated marine agar plates containing 80 μg/ml gentamicin. The genomic structure of the mutant strains DS001(Δ*fnrL*), DS002(Δ*dnrD*), DS003(Δ*dnrE*), and DS004(Δ*dnrF*) constructed in this study were confirmed by PCR (Table 2).

For complementation, the *fnrL* gene together with 324 bp upstream sequences was PCR amplified using genomic DNA of *D. shibae* and the primers oPT239 and oPT240 containing a *Sac*I and a *Pst*I restriction site, respectively. The insert was ligated into the multiple cloning site of a *Sac*I and *Pst*I digested pRhokS vector (Katzke et al., 2010), resulting in vector pRhokS*fnrL*. The same procedure was used for construction of complementation vectors of *dnrD, dnrE*, and *dnrF*. For construction of the *dnrD* expression plasmid primers EH645 and EH646 were used to amplify a 1,022 bp DNA fragment containing the *dnrD* gene and 301 bp upstream sequences resulting in vector pRhokS*dnrD*. For the *dnrE* vector primers DnrEFW and DnrEBW were used to amplify a 1,050 bp DNA fragment which contained the *dnrE* gene together with 334 bp upstream sequences resulting in vector pRhokS*dnrE*. For the *dnrF* plasmid primers DnrFFW and DnrFBW were used to amplify a 995 bp insert containing the *dnrF* gene together with 232 bp upstream sequences resulting in vector pRhokS*dnrF*. Complementation vectors were transferred into the respective mutant strains via biparental mating using the *E. coli* ST18 donor strain. Selection was performed on half-concentrated marine agar plates containing 15 μg/ml chloramphenicol. The resulting complemented *D. shibae* strains were termed DS005(Δ*fnrL*, pRhokS*fnrL*), DS006(Δ*dnrD*, pRhokS*dnrD*), DS007(Δ*dnrE*, pRhokS*dnrE*), and DS008(Δ*dnrF*, pRhokS*dnrF*; Table 1).

### Growth curve and shift experiments

To record growth curves a pre-culture of the *D. shibae* strain of interest was inoculated in SWM and grown overnight at 30°C and 200 rpm in dark. Then 125 ml main culture was inoculated to a final OD_578nm_ of 0.05 in a 1,000 ml baffled flask. For anaerobic growth the culture was inoculated to a final OD_578 nm_ of 0.3 in a serum flask sealed with a rubber stopper. For shift experiments the main culture was inoculated to a final OD_578 nm_ of 0.05 in SWM in a shaking flask. After reaching on OD_578 nm_ of ~0.5 the cultures were shifted to anaerobic conditions and 25 mM (f.c.) NaNO_3_ was supplied. For anaerobic cultivation a serum flask was used. Oxygen tension was measured every 5 min using a PreSense Fibox 3 LCD trace v7 and an oxygen sensor Type PSt3 with an accuracy of ±0.15%. Samples were taken for RNA preparation directly before the shift, and after 30 and 60 min of anaerobic conditions.

### RNA isolation

For RNA isolation a volume of 2 ml cell culture was removed from the culture and transferred in 4 ml of RNAprotect (Qiagen, Hilden, Germany). The solution was roughly mixed and incubated for 5 min at room temperature. Cells were collected by centrifugation at 4,000 × g for 10 min at 4°C, washed with 1 ml water and centrifuged at 4,000 × g for 5 min. The resulting cell pellet was frozen and stored at −80°C until further processing. Cells were enzymatically lysed (15 mg/ml lysozyme) and mechanically disrupted by using 70–150 μm glass beads and a vortex genie 2 (Scientific industries, Inc., New York, USA) for 30 min. Samples were centrifuged at 4,000 × g for 3 min at 4°C and the supernatant was transferred to fresh tube followed by the addition of 1:3 (v/v) 100% EtOH. Samples were loaded onto a RNeasy Mini Spin column (RNeasy mini kit, Qiagen, Hilden, Germany). Genomic DNA was removed using an on column DNase I treatments for 15 min. Residual DNase I was removed by following the RNeasy mini kit manufacture guidelines. The eluted RNA fraction was treated a second time with DNase I for 15 min and purified by an additional RNeasy Mini Spin column according to the manufacture protocol (RNeasy mini kit, Qiagen, Hilden, Germany).

### RNA microarray

Two micrograms of total RNA was labeled with Cy3 using the ULS-system (Kreatech, Amsterdam, Netherlands) according to the manufacturer's manual. The labeled RNA (600 ng) was fragmented and hybridized to the custom designed gene specific DNA microarray (Agilent, Santa Clara, USA 8 × 15K format) according to Agilent's one-color microarray protocol. Microarray analyses were performed with three technical and three biological replicates. Only genes with a logarithmic change of ≥0.8 when comparing aerobic (0 min) and anaerobic (60 min) expression levels of wild type and mutant strains with a *P* < 0.05 were considered in subsequent analyses. Generated data have been deposited in NCBI's Gene Expression Omnibus (Edgar, 2002) and are accessible through Geo Series accession number GSE93652.

### RNA sequencing

RNA sequencing was performed by the Goettingen genomics laboratory (G2L). Library construction started with total *D. shibae* RNA. The rRNA was depleted with the Ribo-Zero rRNA Removal Kit (Illumina, San Diego, USA). Strand-directed RNA-seq libraries were generated using NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (New England Biolabs). Sequencing was done with MiSeq Reagent Kit v3 (150 cycle) chemistry in a 2 × 75 bp PE-run using the MiSeq Instrument (Illumina, San Diego, USA).

### Promoter-*lacZ* reporter gene fusions

We developed the vector pBBRLIC-*lacZ* to generate *lacZ* transcriptional fusions via ligation-independent cloning (LIC). Primers EH635 (containing the LIC sequence) and EH636 were used to amplify a 3,168 bp DNA fragment from the plasmid mini-CTX-*lacZ* harboring the *lacZ* gene (Becher and Schweizer, 2000). By this approach the *lacZ* gene was fused with the LIC sequence 5′-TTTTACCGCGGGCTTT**CCCGGG**AAGGAGGAACT-3′ (Botella et al., 2010) containing a central *Sma*I restriction site (bold letters) and a ribosomal binding site (underlined). The amplification product and plasmid pBBR1MCS (Kovach et al., 1994) were both digested with *Xho*I and *Xba*I. Ligation of both DNA fragments resulted in plasmid pBBRLIC-*lacZ*. Promoter fragments suitable for ligation-independent cloning (LIC) were generated by amplification of chromosomal DNA fragments using primers with a 5′-CCGCGGGCTTTCCCAGC-3′ LIC tail sequence added to the forward primer and a 5′-GTTCCTCCTTCCCACC-3′ LIC tail sequence added to the revers primer. The pBBRLIC-*lacZ* plasmid was linearized using *Sma*I, gel-purified and treated with T4 DNA polymerase in the presence of 2.5 mM dATP for 20 min at 22°C, followed by 30 min at 75°C to inactivate the enzyme. This generated 12 nt single-stranded overhangs on either side of the *Sma*I restriction site. For ligation independent cloning 0.2 pmol of each amplified promoter fragment was incubated with 2.5 mM dTTP and T4 DNA polymerase. Promoter fragments were then treated with T4 polymerase in the presence of dTTP for 20 min at 22°C followed by enzyme inactivation for 30 min at 75°C. This approach generated inserts with single-stranded ends that are complementary to those of the treated vector. Treated plasmids (5 ng) and inserts (15 ng) were mixed, annealed at room temperature for 10 min and transformed into *E. coli*. The promoter region of *nosR2* was amplified using primers pair EH675 and EH676 and cloned as described above into pBBRLIC-*lacZ* resulting in the pBBR*nosR2*-*lacZ* plasmid. A 118 bp *nirS* DNA fragment corresponding to promoter sequences from position −88 to +30 with respect to the transcriptional start site of *nirS* together with the LIC tail sequences was ordered as synthetic double stranded GeneArt string (Thermo Fisher Scientific Inc., Waltham, USA) and cloned into pBBRLIC-*lacZ* resulting in plasmid pBBR*nirS*-*lacZ*. For *nirS(mu)* the DNA fragment as described for *nirS* was used, however, carrying base exchanges at position −48/−47 from TT to GC and at position −36/−35 from AA to GC. It was ordered as synthetic double stranded GeneArt string (Thermo Fisher Scientific Inc., Waltham, USA). Cloning into pBBRLIC-*lacZ* resulted in plasmid pBBR*nirS(mu)*-*lacZ*.

### ß-galactosidase assay

For ß-galactosidase assays, *D. shibae* cells were grown in salt water medium and harvested after 16 h in the mid-exponential growth phase. ß-Galactosidase assays were performed as described previously (Miller, 1992; Härtig et al., 2004).

## Results

### Classification of Fnr- and Dnr-type regulators of *D. shibae*

Previous investigations identified two different major life styles for the marine bacterium *D. shibae*. Under aerobic growth conditions oxygen-dependent respiration is combined with anoxygenic photosynthesis, while anaerobic growth utilizes denitrification as major path of energy generation (Laass et al., 2014). In many other bacteria Fnr- and Dnr-type regulators were found to coordinate the transition between these two life styles at the transcriptional level (Härtig and Jahn, 2012; Tielen et al., 2012). Initial database searches using the amino acid sequences of *Rhodobacter capsulatus* FnrL and *Pseudomonas aeruginosa* Dnr identified seven open reading frames (Dshi_0660, Dshi_0447, Dshi_2521, Dshi_2528, Dshi_3189, Dshi_3191, Dshi_3270) encoding potential Crp/Fnr-family regulators.

In order to group these Crp/Fnr regulators according to the classification developed by Körner et al. (2003) comprehensive amino acid sequence alignments were performed by using the multiple sequence alignment tool T-coffee (Notredame et al., 2000). A dataset of 287 pair-wise aligned sequences was generated (Figure 1A). The protein encoded by Dshi_0660 affiliated with the FnrN subgroup (Figure 1B). The highest score of 70.16% identity was found for the transcriptional activator FnrL of *R. capsulatus* (WP_013068202). Consequently, the protein was named *D. shibae* FnrL. Moreover, a sequence identity of 64.66% was obtained for FnrP of *Paracoccus denitrificans* (WP_041529894.1). The predicted transcription regulator encoded by Dshi_0447 was named DnrA. It was found affiliated with the A subgroup of Crp/Fnr regulators with 25% overall amino acid sequence identity (Figure 1A). However, no experimental evidence for the regulation of the metabolic adaptation to anaerobiosis was obtained during this investigation. Similarly, the postulated Crp/Fnr family regulators encoded by Dshi_2521 and Dshi_2528, termed DnrB and DnrC respectively, also do not seem to be involved in the aerobic-anaerobic regulatory network. They belong to the subgroup B of Crp/Fnr regulators (Figure 1A). Moreover, functional predictions for the regulators of interest can sometimes be derived from the analysis of the genomic context (Vollack et al., 1999). However, corresponding analyses of the genomic context did not provide further information for the possible functions of DnrA, DnrB, and DnrC. All three of the corresponding genes are surrounded by genes coding for hypothetical proteins in the genome of *D. shibae*.

**Figure 1:**
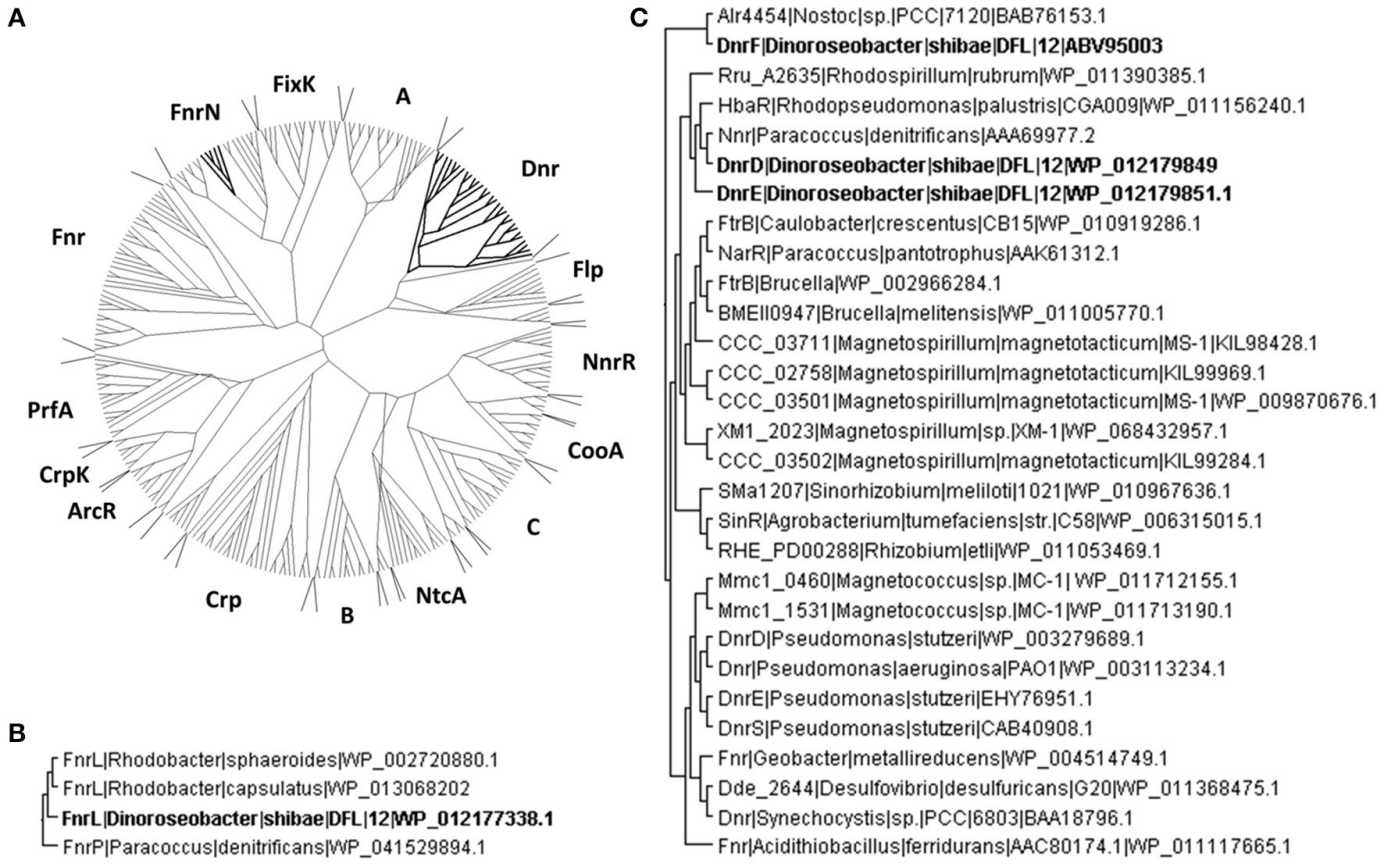
**Phylogenetic affiliations of the D. shibae Crp/Fnr-like regulators. (A)** The unrooted neighbor joining trees containing *D. shibae* Crp/Fnr like regulators affiliated to the Crp/Fnr superfamily are shown. **(B)** FnrN subfamily of Fnr like regulators containing FnrL of *D. shibae*. **(C)** Dnr subgroup of Crp/Fnr like regulators containing three different Dnr regulators of *D. shibae*. The members of the tree are identified by the name of the host bacterium and the NCBI sequence identification number (accession number).

The DnrD protein encoded by Dshi_3189 showed an amino acid sequence identity of 45.95% with Nnr of *P. denitrificans* (AAA69977.2), but only 27.48% identity with the amino acid sequence of Dnr from *P. aeruginosa*. DnrD and the protein encoded by Dshi_3191 termed DnrE share 42.29% amino acid sequence identity and affiliated within the Dnr subgroup of the Crp/Fnr family (Figure 1C). The genes encoding DnrD and DnrE are localized within the denitrification gene cluster of *D. shibae*. This indicates a possible role in the regulation of denitrification as shown for Dnr from *P. aeruginosa* (Arai et al., 1995; Schreiber et al., 2007), *P. denitrificans* (Van Spanning et al., 1995), *R. sphaeroides* (Tosques et al., 1996), and *P. stutzeri* (Zumft, 1997; Vollack et al., 1999). A third Dnr-like regulator is encoded by Dshi_3270 and was named DnrF. DnrF shared only 19.64% identity with Dnr of *P. aeruginosa* but 27.14% to transcriptional regulator *alr4454* of *Nostoc* sp. PCC7120 (BAB76153.1). With an overall sequence identity of 21.47% compared to the entire Dnr subfamily DnrF was placed at a basal branch point of the Dnr subfamily of the Crp/Fnr family tree (Figure 1C). It might represent a possible new subfamily of regulators within the Crp/Fnr family. In contrast to the relatively low overall amino acid sequence homology of DnrD, DnrE, and DnrF of *D. shibae* to other Dnr regulators, they show a significant amino acid sequence conservation within their DNA-binding domains and therefore may recognize similar DNA target sequences (Dufour et al., 2010). However, the function of a predicted upstream DNA target sequence has to be proven by transcriptome analyses.

### *D. shibae* FnrL contains an oxygen-sensitive Fe-S cluster

The two typical features of oxygen sensing Fnr proteins are a highly conserved HTH-motif for promoter recognition and an oxygen-sensitive [4Fe-4S]^2+^ cluster for signal perception. A sequence alignment of *D. shibae* FnrL with homologous proteins of other *Rhodobacteraceae* species identified six highly conserved cysteine residues (Figure 2). For *P. denitrificans* a mutational analysis identified four of these cysteines as functionally relevant for *in vivo* transcriptional activity, most likely as ligands for an Fe-S cluster (Hutchings et al., 2002). In order to investigate *D. shibae* FnrL for the presence of a Fe-S cluster, the regulator protein was produced as a Strep-tagged fusion protein and anaerobically purified to apparent homogeneity. UV/VIS spectroscopy performed with the purified protein revealed a broad shoulder at 420 nm, a typical spectrum for Fe-S cluster containing proteins (Figure 3A). After further reconstitution of Fe-S clusters, an increased absorption at 420 nm was detected. Fe-S cluster integrity upon exposure to air was examined in a time resolved manner using UV/VIS spectroscopy. The absorption at 420 nm at time points of 60, 120, and 240 min were shown in Figure 3B. The Fe-S cluster of *D. shibae* FnrL is obviously oxygen labile since absorption at 420 nm decreased over time. Thus, FnrL is an oxygen-dependent transcriptional regulator of *D. shibae*.

**Figure 2:**
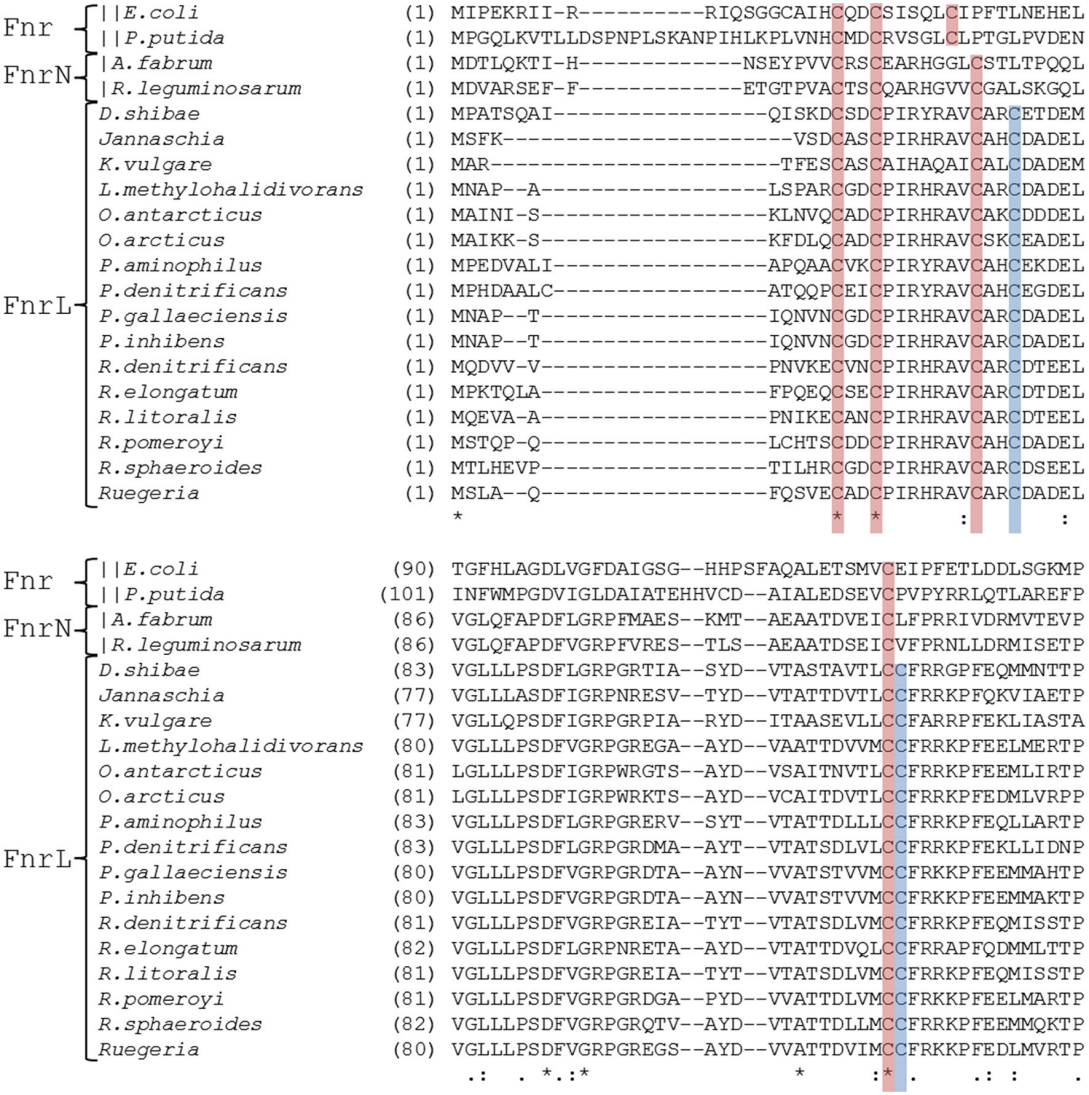
**Alignment of the N-terminal regulatory domains of FnrL like regulators**. Cysteine residues which were known to be essential for activity in *P. denitrificans* are marked in red (Hutchings et al., 2002). Those cysteine residues which were additionally found conserved exclusively in the *Roseobacter* group are indicated in blue. The alignment comprises the amino acid sequences of FnrL proteins from *Dinoroseobacter shibae* DFL12^T^ (WP_012177338.1), *Paracoccus denitrificans* (WP_041529894.1), *Rhodobacter sphaeroides* (WP_002720880.1), *Roseobacter litoralis* (WP_044025718.1), *Roseobacter denitrificans* (WP_044032974.1), *Pheobacter gallaeciensis* (WP_014881157.1), *Phaeobacter. inhibens* (WP_040174583.1), *Roseibacterium elongatum* (WP_025310970.1), *Ruegeria pomeroyi* (WP_011049211.1), *Leisingera methylohalidivorans* (WP_024088845.1), *Ruegeria* sp. (WP_039983362.1), *Jannaschia* sp. (WP_011456972.1), *Paracoccus aminophilus* (WP_020949853.1), *Octadecabacter antarcticus* (WP_015498258.1), *Octadecabacter arcticus* 238 (WP_015493613.1), *Ketoglonicigernium vulgare* (WP_013383280.1). In addition, Fnr from *Escherichia coli* (WP_000611911.1) and Anr from *Pseudomonas putida* (WP_010954166.1) were included. Symbols indicates an entirely conserved column (^*^), a column comprising amino acids of same size and hydropathy (:) and a column comprising amino acids of similar size or evolutionary preserved hydropathy (.) (Notredame et al., 2000).

**Figure 3:**
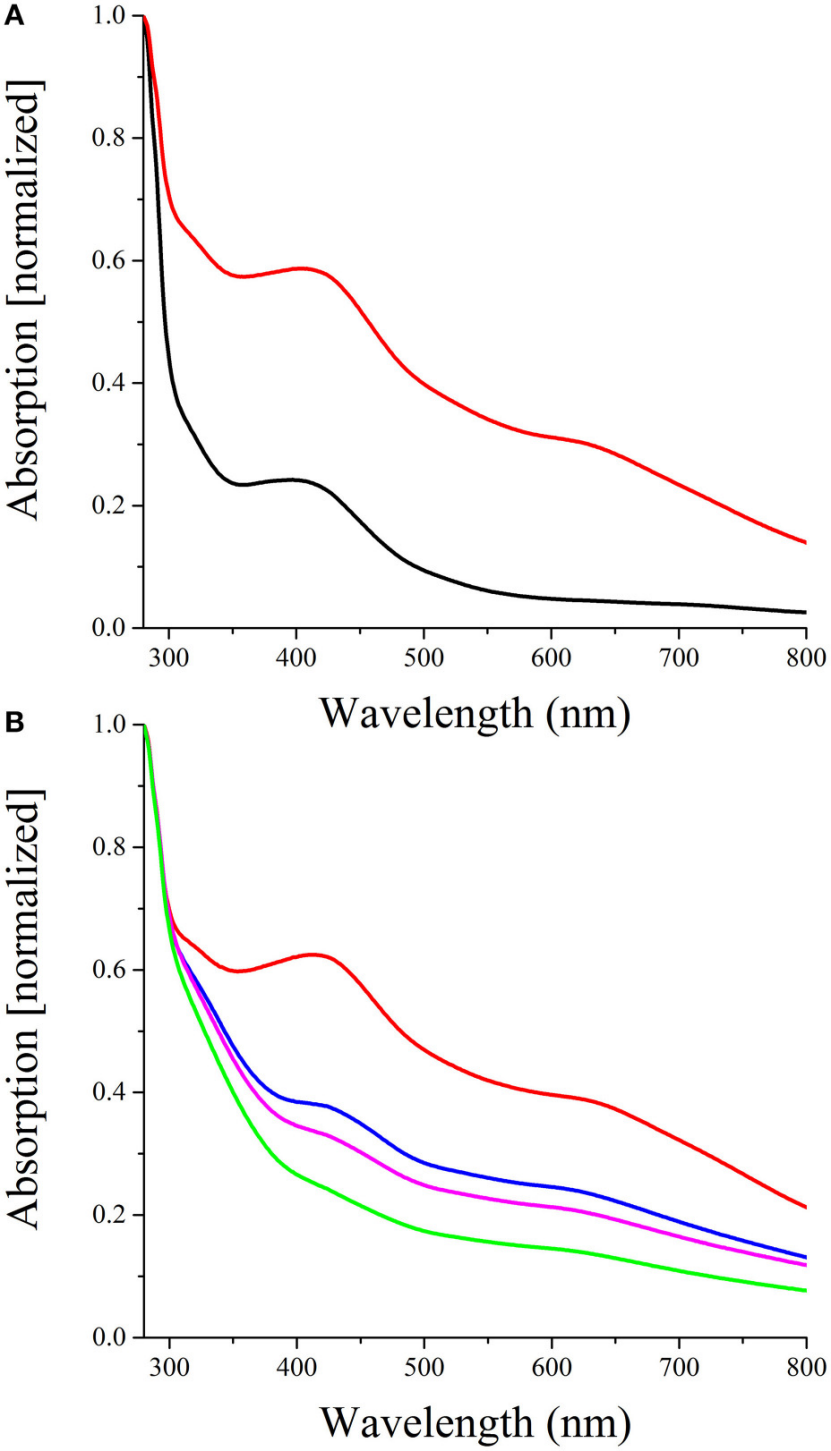
**FnrL contains an oxygen labile Fe-S cluster (A)** Reconstitution of the *D. shibae* DFL12^T^ FnrL Fe-S clusters. The spectrum of 40 μM FnrL (black line) and 20 μM Fe-S cluster reconstituted FnrL (red line) are shown. Samples were normalized by setting absorption at 280 nm to 1. **(B)** Oxygen lability of the FnrL Fe-S cluster. The exposure of Fe-S cluster reconstituted FnrL to air resulted in a decrease of absorption at 420 nm over time [0 min (red line), 60 min (blue line), 120 min (magenta line), and 240 min (green line)].

### *D. shibae* knockout mutants of *fnrl, dnrD, dnrE*, and *dnrF* show oxygen tension-dependent growth phenotypes

In order to determine the contribution of FnrL, DnrD, DnrE, and DnrF to aerobic and anaerobic growth, single gene knockout mutant strains were constructed by replacing the encoding genes with gentamicin resistance cassettes. The respective mutant strains DS001(Δ*fnrL*), DS002(Δ*dnrD*), DS003(Δ*dnrE*), DS004(Δ*dnrF*), and the *D. shibae* DFL12^T^ wild type strain were cultivated under aerobic and anaerobic growth conditions and their growth rates were determined (Table 3). The *fnrL* mutant strain DS001 (Δ*fnrL*) grew under aerobic and under anaerobic growth conditions comparable to the wild type strain (Table 3). In contrast, all *dnr* mutant strains DS002(Δ*dnrD*), DS003(Δ*dnrE*), and DS004(Δ*dnrF*) showed reduced growth rates of 0.18, 0.3, and 0.25 per hour compared to the wild type strain with 0.42 per hour under aerobic conditions. Strongly retarded growth was observed for DS002 (Δ*dnrD*) and DS004 (Δ*dnrF*) under anaerobic growth conditions with growth rates of 0.02 and 0.03 per hour compared to the wild type with 0.1 per hour. Complementation of the mutant strains with their intact gene *in trans* (DS005, DS006, DS007, and DS008) resulted in restored aerobic and anaerobic growth to wild type levels for almost all mutant strains. Growth of the complemented Δ*dnrF* strain DS008 under anaerobic conditions was fully restored compared to the wild type strain. In order to test for the contribution of the various regulators to the control of the aerobic to anaerobic transition, we performed shift experiments from aerobic culture in mid-exponential growth phase to anaerobic growth conditions in the presence of nitrate. Growth curves of DS001(Δ*fnrL*), DS002(Δ*dnrD*), DS003(Δ*dnrE*), and DS004(Δ*dnrF*) mutant strains compared to the *D. shibae* DFL12^T^ wild type strain were recorded and the oxygen consumption was recorded until the oxygen was no longer detectable. This was reached 15 min after the shift for each growth curve (Figure 4). Under anaerobic growth condition DS001(Δ*fnrL*) showed almost the same progression like the wild type strain but finally grew to higher cell density before entering the stationary growth phase (Figure 4). Thus, DS001(Δ*fnrL*) might have a growth advantage compared to the wild type under anaerobic conditions. DS003(Δ*dnrE*) showed a slightly reduced growth compared to wild type resulting in a reduced cell number (Figure 4). Strain DS002(Δ*dnrD*) first showed a prolonged lag phase under aerobic conditions but in the exponential growth phase the growth rate was comparable to the wild type. After the shift to anaerobiosis DS002(Δ*dnrD*) stopped growing indicating a clear anaerobic phenotype (Figure 4). Strain DS004(Δ*dnrF*) also showed a prolonged lag phase but after the shift to anaerobic growth conditions, growth increased and the strain finally reached cell numbers higher than the wild type comparable to DS001(Δ*fnrL*). In contrast to the *dnrD* mutant strain DS002(Δ*dnrD*), DS001(Δ*fnrL*), DS003(Δ*dnrE*), DS004(Δ*dnrF*) mutant strains were able to adapt to anaerobiosis and continued growth (Figure 4).

**Table 3:** **Growth rate of ***D. shibae*** DFL12^**T**^ wild type strain and corresponding mutant strains under aerobic and anaerobic growth conditions**.

**Strain**	**Growth rate aerob ± *p* (h^−1^)**	***P*-value aerob**	**Growth rate anaerob± s.d. (h^−1^)**	***P*-value anaerob**
DFL12^T^	0.42 ± 0.02		0.1 ± 0.01	
DS001(Δ*fnrL*)	0.45 ± 0.02	0.5	0.11 ± 0	1
DS005(Δ*fnrL+fnrL*)	0.45 ± 0.03	0.2	0.11 ± 0	1
DS002(Δ*dnrD*)	0.18 ± 0	0	0.02 ± 0	0
DS006(Δ*dnrD+dnrD*)	0.39 ± 0	0.8	0.09 ± 0	1
DS003(ΔdnrE)	0.3 ± 0.04	0	0.1 ± 0	1
DS007(Δ*dnrE*+*dnrE*)	0.39 ± 0.02	0.8	0.1 ± 0	1
DS004(Δ*dnrF*)	0.25 ± 0.01	0	0.03 ± 0.01	0
DS008(Δ*dnrF*+*dnrF*)	0.24 ± 0.01	0	0.08 ± 0.01	0.9

*The growth rates values were determined in the logarithmic growth phase and represent the means of three technical and thee biological replicates with appropriate standard deviation. P-values were determined by using regression and ANOVA followed by a Post-hoc–test with the wild type data as reference. A significant change in growth was assumed for P ≤ 0.05*.

**Figure 4:**
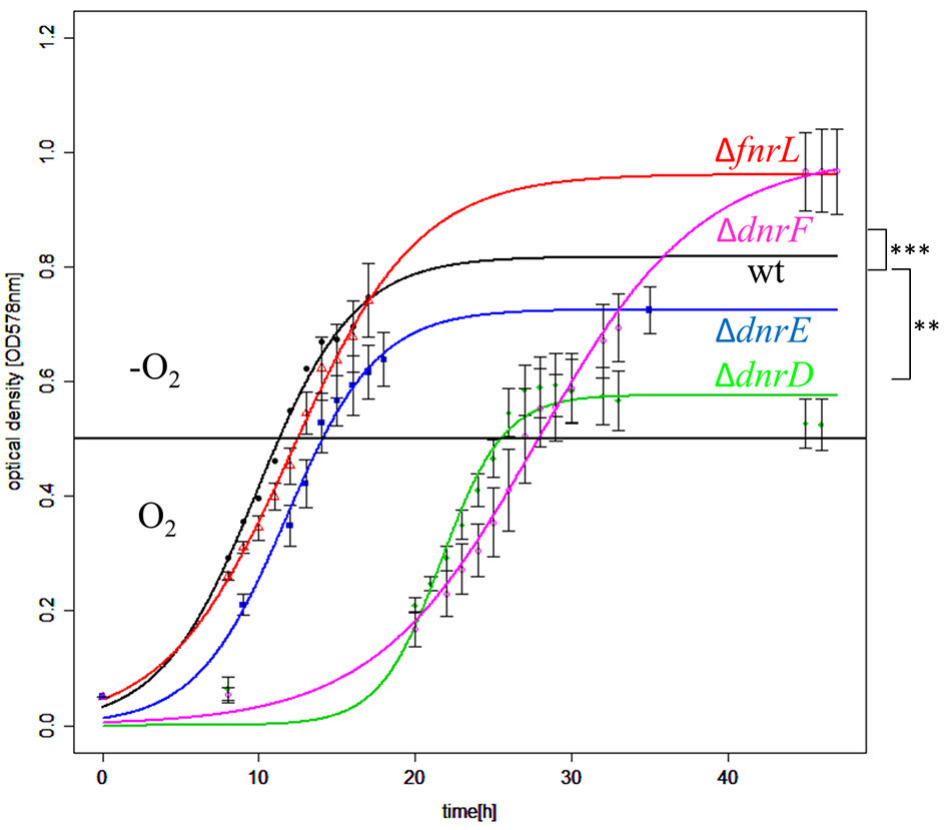
**Growth behavior of ***D. shibae*** Dfl12^**T**^ and oxygen regulatory mutants during an aerobic to anaerobic shift**. *D. shibae* DFL12^T^ wildtype strain (black line), DS001(Δ*fnrL*) (red line), DS002(Δ*dnrD*) (green line), DS003(Δ*dnrE*) (blue line) and DS004(Δ*dnrF*) (magenta line) mutant strains were grown under aerobic conditions in artificial see water medium supplemented with 16.9 mM succinate. After reaching of OD_578 nm_ of 0.5 cells were shifted to anaerobic growth conditions (black horizontal line) and 25 mM sodium nitrate was added. The optical density was measured in three independent replicates and error bars represent the standard deviation. *P*-values were determined by using ANOVA without a *Post-hoc*-test using the wild type values as reference. The symbols indicate *P*-values smaller or equal to 0 (^***^) or 0.001 (^**^).

### Definition of the FnrL, DnrD, DnrE, and DnrF regulons

In order to define the different regulons of the four regulators for the elucidation of their contribution to the regulatory network for the anaerobic adaptation, transcriptome analyses were performed. First, the complete aerobic to anaerobic modulon for wild type *D. shibae* was investigated using RNA sequencing. Moreover, all involved open reading frames and corresponding transcriptional start sites became visible. The various mutant strains were analyzed using the DNA array technology. For this purpose shift experiments as outlined above were performed. RNA samples were collected directly before the shift representing the aerobic expression and 60 min after the shift. 

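RNA of the wild type and of the 4 regulator mutant strains was hybridised to one-colour Agilent arrays, with 3 biological replicates of each of the 5 strains at 0 min (aerobic) and 60 min after the shift (anaerobic), 30 arrays in all. The deposited scanner output gives an intensity for each spot, from which the authors' Agilent Feature Extraction software had subtracted the background within the array. It had not been scaled between arrays. Each array carries 14312 gene spots for 4102 genes, of which 4007 have 3 probes. From this signal, log2 values were taken, the 75th percentile of the gene spots of the array was subtracted, and the probes of a gene were averaged. A gene was tested where at least 50% of its probes were well above background, as the scanner software judges it, on all 3 arrays of at least 1 group, which left 2995 genes. Between 61.3 and 72.4% of the gene spots were well above background on the aerobic arrays and between 42.1 and 63.3% on the anaerobic arrays. The medians of the groups lay between 64.7% in DS004(Δ*dnrF*) and 71.8% in wild type before the shift and between 48.0% in DS004(Δ*dnrF*) and 52.7% in DS001(Δ*fnrL*) after it. All comparisons came from a single limma model of the 30 arrays with 20 residual degrees of freedom, and the 3 arrays per group limit the precision. These choices were made before the data were examined. A gene was called with a log2 change of at least 0.8 in either direction, the paper's threshold, and a Benjamini-Hochberg adjusted p under 0.05. The paper's text names neither the test, the adjustment nor the normalization.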

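A log2 change states mutant minus wild type unless the shift is named. Where a gene was not well above background on any array of 1 of the groups compared, its fold is given as a lower bound. A log2 change printed for such a gene instead, as for *dnrE* in DS003(Δ*dnrE*), is the measured value and limited by the background. The bound sets the mean signal of the brighter group against the mean of the dimmer group, after each array of the dimmer group was raised to the lowest value of any gene well above background on it, where the gene lay under that. On the normalized log2 scale this floor lay between -3.81 and -2.36. Of the 82 bounds of named genes called with or after the shift, 20 rest on a gene of which a minority of probes was still well above background on some array of the dimmer group, and 5 equal the log2 change itself. All 3 anaerobic arrays of wild type were on a slide without mutant arrays, so a difference between a mutant strain and wild type after the shift is also a difference between slides. Scaling, background correction, the summary over probes and the slide can each change the numbers. Quantile normalization, scaling by array medians, normexp background correction, the authors' table of log2 values, probe medians, a fit of the compared groups alone and a fit with the slide as a block were therefore also run, and are named where they change a call. The block cannot be fitted for DS004(Δ*dnrF*) against wild type at one time, as its slide holds no wild type array. For the other strains it links the slides through wild type aerobic arrays, of which no slide holds more than 1. A call can thus be lost there through a less precise estimate, and a lost call alone does not show a slide effect. Pairs of mutant strains were not tested against each other, only each strain against the mean of the others as an alternative control, so a gene called in one strain and not in another is not shown to differ between them.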

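The signal of the deleted genes was read on each array. On the anaerobic arrays *fnrL* (Dshi_0660) was at least 3.33-fold lower in DS001(Δ*fnrL*) than in wild type and *dnrF* (Dshi_3270) at least 32.4-fold lower in DS004(Δ*dnrF*), and each lay at background on all 3 arrays of its mutant strain. In DS003(Δ*dnrE*), *dnrE* (Dshi_3191) had a log2 change of -4.29 (standard error 0.83, adjusted p = 0.00022) and was not well above background by the rule above, but 1 of its 3 probes was so on all 3 arrays. The 3 anaerobic arrays labelled DS002(Δ*dnrD*) differed from each other. On the array of replicate 1, *dnrD* (Dshi_3189) had a normalized log2 signal of -4.15 at background, at least 50.6-fold lower than in wild type, and *dnrF* had a signal of 2.71. On the arrays of replicates 2 and 3, *dnrD* had signals of 2.94 and 2.60, against 2.70 to 2.88 on the wild type arrays. On these, *dnrF* was at background with -3.87 and -4.03, against 2.12 to 2.65 in wild type. On all 3 aerobic arrays labelled DS002(Δ*dnrD*), *dnrD* was at background and *dnrF* was well above it. The log2 differences from wild type of replicates 2 and 3 had a median correlation across genes of 0.888 with those of the arrays of DS004(Δ*dnrF*), and genes are not independent replicates. All 3 arrays were kept under their label in the fit, and values drawn from them are given for the arrays labelled DS002(Δ*dnrD*). The fit estimates the spread of a gene from all 30 arrays. A gene that differs between these 3 arrays thus has a larger standard error in every comparison, also in those of the other strains. With all 3, *dnrD* had a log2 change of -2.33 (standard error 0.93, adjusted p = 0.041), and was not called with quantile normalization, the value table, the compared groups alone or the slide as a block. It was -0.03 without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*). With the slide as a block *dnrE* was not called in DS003(Δ*dnrE*) either, though its log2 change there was -4.16.

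**Figure D1:**
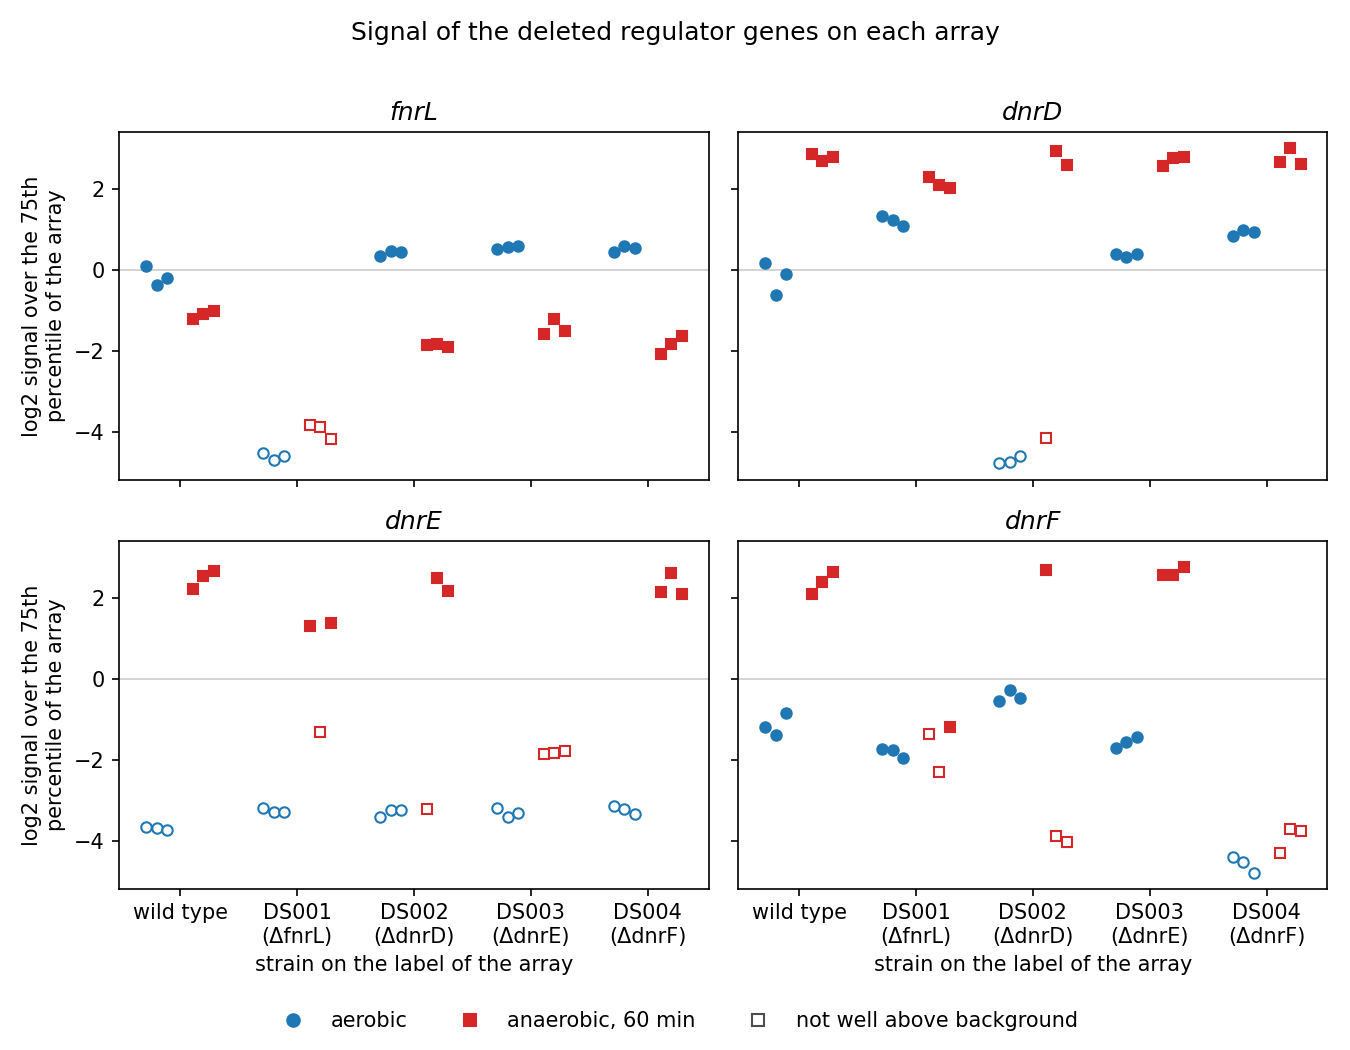
Normalized log2 signal of *fnrL*, *dnrD*, *dnrE* and *dnrF* on each of the 30 arrays, by strain and time. Open symbols are values that are not well above background. Among the anaerobic arrays labelled DS002(Δ*dnrD*), *dnrD* lies at -4.15 on replicate 1 and at 2.94 and 2.60 on replicates 2 and 3.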

A differential gene expression was assumed for genes with an absolute log2-fold change higher or equal to 0.8 comparing wild type and mutant strains DS001(Δ*fnrL*), DS002(Δ*dnrD*), DS003(Δ*dnrE*), DS004(Δ*dnrF*). Under anaerobic conditions 329 genes were found induced in the DS001(Δ*fnrL*) mutant strain compared to wild type indicating a major repressor function of FnrL. 

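Of the 2995 genes tested, 590 were called higher in DS001(Δ*fnrL*) than in wild type 60 min after the shift. The median log2 change over all tested genes was 0.40 in this strain, so the genes called lower lie further from the median than those called higher. Scaling by array medians instead, which brought that median to 0.05, gave 268 genes higher and 228 lower. The number of genes called higher moved most with the slide as a block, to 183. Leaving out 1 array at a time kept it between 502 and 712. The largest rises among genes with the 3 mutant arrays above the 3 wild type arrays were those of the regulator gene Dshi_1508, at least 20.1-fold higher, the histidine phosphotransferase gene Dshi_1470, at least 42.8-fold higher, and *ctaB* (Dshi_1141), with a log2 change of 3.56 (standard error 0.16, adjusted p = 1.0e-15). Chance alone gives 3 arrays all above or all below the other 3 for 10% of genes. All 3 were also called higher before the shift, and *ctaB* was well above background on 1 of the 3 wild type arrays. Dshi_1508 and Dshi_1470 were called higher after the shift in the other 3 mutant strains as well, taken by their labels.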

Concurrently, 160 genes were found repressed, indicating an activating function of FnrL (Table 4). 

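A further 151 genes were called lower in DS001(Δ*fnrL*) than in wild type, 130 to 161 with 1 array left out. With the slide as a block there were 83. After *ompW*, the largest falls were those of the gene of a TetR family regulator (Dshi_2622), at least 78.9-fold lower, and of a class I cytochrome *c* gene (Dshi_2672), at least 66.2-fold lower. Both had a signal on all 3 wild type arrays and on none of the 3 mutant arrays, and both were also called lower before the shift.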

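With the 3 anaerobic arrays labelled DS002(Δ*dnrD*) as they stand, 408 genes were called higher than in wild type and 224 lower. The first number stayed between 376 and 508 with 1 array left out. The second moved to 348 without the anaerobic array of replicate 2 labelled DS002(Δ*dnrD*). It was 49 with the value table, 106 with normexp correction, 345 with array medians and 27 with the other mutant strains as control. With the slide as a block the balance reversed, with 270 genes called higher and 383 lower. With the array of replicate 1 as the only array of the strain, a choice made after its *dnrD* signal was seen, 543 genes were called higher and 386 lower, and 594 genes were called the same way as with all 3. That fit assumes that the lone array varies like the other groups. The largest rises over the 3 arrays were those of the flagellar genes Dshi_3361, at least 109-fold higher, and Dshi_3360, at least 38.4-fold higher, and of Dshi_1508, at least 57.1-fold higher. These genes were also called higher in DS004(Δ*dnrF*). Among genes with the 3 arrays below those of wild type, which leaves out *dnrF*, the largest falls were those of *hemA3*, of Dshi_2465, with a log2 change of -2.61 (standard error 0.40, adjusted p = 6.1e-06), and of Dshi_1043, at least 4.42-fold lower. Dshi_2465 was well above background on 1 of the 3 mutant arrays.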

For DS002(Δ*dnrD*) in total 348 genes were found induced indicating a repression through DnrD and 138 were found repressed in a *dnrD* mutational background. Similar counts were found for DS004(Δ*dnrF*) with 316 induced and 92 repressed genes under *dnrF* depletion. 

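For DS004(Δ*dnrF*), 352 genes were called higher and 194 lower. With 1 array left out the numbers lay between 309 and 380 and between 134 and 265. The number of genes called lower was 67 with normexp correction and 42 with the other mutant strains as control. Among the largest rises, Dshi_3361 was at least 80.5-fold higher and Dshi_1508 at least 51.7-fold higher, as genes that also rose most on the arrays labelled DS002(Δ*dnrD*), and Dshi_0073 was at least 33.6-fold higher. Dshi_0073 was called higher on the arrays labelled DS002(Δ*dnrD*) too. Among the largest falls after that of *dnrF*, Dshi_0561 was at least 3.89-fold lower, Dshi_3281 had a log2 change of -2.19 (standard error 0.30, adjusted p = 1.3e-06) and Dshi_1043 of -2.04 (standard error 0.28, adjusted p = 1.6e-06). The last pair were well above background on 1 of the 3 mutant arrays. All of these but Dshi_0561 were also called in the same direction before the shift.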

Only for DS003(Δ*dnrE*) the regulon seemed to contain less genes. 

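The arrays of DS003(Δ*dnrE*) gave 194 genes higher than in wild type and 165 lower. Leaving out 1 array at a time gave 178 to 234 and 151 to 186 genes. The number called higher was 61 with the slide as a block, and the number called lower with the value table was 29. Dshi_3975, Dshi_3636 and Dshi_3644 showed the largest rises, at least 35-fold higher, at least 25.3-fold higher and at least 28.3-fold higher. These genes were also called higher on the arrays labelled DS002(Δ*dnrD*) and in DS004(Δ*dnrF*), and Dshi_3644 in DS001(Δ*fnrL*) too. Dshi_4224 and Dshi_4222, annotated as hypothetical proteins, showed the largest falls beside Dshi_4225, at least 67.3-fold lower and at least 26.8-fold lower. All 5 were also called in the same direction before the shift.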

In total 144 genes were found induced and 69 were found repressed within the mutant strain.

**Table 4:** **Comparative analysis of transcriptome results from ***fnrL*** and various ***dnr*** genes mutant strains under anaerobic conditions**.

	**DS001(*ΔfnrL*)**	**DS002 (*ΔdnrD*)**	**DS004 (*ΔdnrF*)**	**DS003 (*ΔdnrE*)**
Activation	160	138	92	69
Repression	329	348	316	144

*Number of differentially expressed genes (alteration in log 2-fold change ≥0.8) within the indicated knockout mutant strains compared to the wild type of D. shibae DFL12^T^*.

### Identification of potential Fnr and Dnr binding sites in the genome of *D. shibae*

By using the Virtual Footprint tool of the PRODORIC database (Münch et al., 2005), for a global genome search of possible Anr, Fnr, and Dnr binding sites, 314 potential Fnr/Dnr binding sites were identified within the genome of *D. shibae*. We correlated these results with differential gene expression data derived from the DNA array analyses using wild type and the regulatory mutant strains. RNA sequencing analyses determined the corresponding transcriptional start sites. The localization of the identified binding sites were given with respect to the transcriptional start site of the regulated genes. Since, we got only a low coverage of transcript by RNA sequencing for the plasmid encoded genes, distances of the identified binding sites were given with respect to the translational start points. These analyses correlated 69 FnrL binding sites with induction or repression of the cognate genes by FnrL (Table S1). For DnrD 10 functional bindings sites, for DnrE 4 binding sites and for DnrF 8 binding sites were identified (Table S2).

### Interplay of FnrL, DnrD, DnrE, and DnrF for the regulation of the denitrification gene cluster

We first focused on the role of the various regulators for the transcription of the denitrification gene cluster consisting of the *nap* operon, encoding the periplasmic nitrate reductase (EC 1.7.99.4), the *nir* operon, encoding the nitrite reductase (EC 1.7.2.1), the *nor* operon encoding the nitric oxide reductase (EC 1.7.2.5), and the *nos* operon coding for the nitrous oxide reductase protein complex (EC 1.7.2.4; Figure 5). The different transcriptional units were deduced from the RNA sequencing data (Figure 5) and visualized using TRAV (Dietrich et al., 2014). The RNA sequencing experiments revealed a 10- to 100-fold increase in transcription for the denitrification genes under anaerobic conditions. Involved promoter regions were deduced. These results were combined with a bioinformatical transcription factor binding site prediction using the Virtual Footprint tool of the PRODORIC database (Münch et al., 2005). The expression of the *napDAGHBC* operon was found induced by FnrL and significantly repressed by DnrD, DnrE, and DnrF under anaerobic conditions (Figure 5A). This indicated an antagonistic function of FnrL and Dnr at the *napD* promoter. 

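All 6 genes of the *napDAGHBC* operon (Dshi_3161 to Dshi_3166) rose with the shift in wild type, 5 of them with log2 changes from 2.28 to 3.20 and *napH* (Dshi_3163) at least 7.36-fold. For DS001(Δ*fnrL*), limma called 0 of the 6 lower, as at an unadjusted p, and 0 adjusted over the list alone. The log2 changes ran from -0.76 to -0.06, with -0.76 (standard error 0.19, adjusted p = 0.0012) for *napA* (Dshi_3165). Of the alternatives, 2 with array medians or the slide as a block and 1 with probe medians were called lower, and *napA* was called at -0.91 without the anaerobic array of replicate 1 of DS001(Δ*fnrL*). The *napA* log2 change was 0.79 (standard error 0.19, adjusted p = 0.0015) in DS003(Δ*dnrE*), called with quantile normalization, the value table and at 0.93 without the anaerobic array of replicate 1 of wild type. Of the 6, 6 were higher on the arrays labelled DS002(Δ*dnrD*), from 1.81 to 2.52, and 6 on replicate 1 alone. For DS003(Δ*dnrE*), 5 were higher, 5 adjusted over the list alone, from 0.79 to 1.41. That count was 6 with quantile normalization or the value table and 0 with the slide as a block. For DS004(Δ*dnrF*), 6 were higher, from 1.76 to 2.40. Before the shift the 6 genes were called higher than in wild type in all 4 strains as well. Leaving out *napH*, which then lay at background in wild type, the log2 changes ran from 2.04 to 2.81 in DS001(Δ*fnrL*), from 2.83 to 3.82 on the arrays labelled DS002(Δ*dnrD*), from 2.34 to 3.05 in DS003(Δ*dnrE*) and from 2.77 to 3.89 in DS004(Δ*dnrF*).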

A possible regulatory binding site was found 96.5 bp upstream of the translational start site of *napD* within the *napF* transcript (Figure 5B). The palindromic sequence 5′-**TTGA**T-N_4_-A**TCAA**-3′ exhibit a high degree of similarity to the Anr/Dnr binding site of *P. aeruginosa* (bold letters; Winteler and Haas, 1996; Rompf et al., 1998; Trunk et al., 2010). In contrast, FnrL/Dnr-independent transcription of the *napF* gene was observed. 

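The *napF* gene (Dshi_3167) had a log2 change with the shift of 0.51 (standard error 0.21, adjusted p = 0.029) in wild type, and 0.89 with array medians and 0.90 with the slide as a block, past the threshold. It was also past it at 0.82 without the anaerobic array of replicate 3 of wild type. Under anaerobic conditions it was called higher than in wild type in each mutant strain, by a log2 change of 1.81 (standard error 0.21, adjusted p = 9.6e-08) in DS001(Δ*fnrL*), 2.40 on the arrays labelled DS002(Δ*dnrD*), 2.07 in DS003(Δ*dnrE*) and 2.36 in DS004(Δ*dnrF*). It was well above background on 1 of the 3 wild type anaerobic arrays and 2 of the 3 aerobic ones. With the slide as a block it was not called in DS001(Δ*fnrL*) and DS003(Δ*dnrE*). Before the shift its log2 changes in the mutant strains ran from 2.59 in DS003(Δ*dnrE*) to 3.29 in DS004(Δ*dnrF*).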

The gene *napF* encodes a cytoplasmic Fe-S protein that was also found in *E. coli* and *R. sphaeroides* 2.4.1. 

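With the shift, *apbE1* (Dshi_3168) was at least 132-fold higher and *hemA3* (Dshi_3190) at least 340.4-fold higher in wild type, and 5 of the 5 genes of *norCBQDE* (Dshi_3183 to Dshi_3187) were called higher, 4 of them from at least 11.4-fold to at least 420.5-fold. Against wild type, *apbE1* had a log2 change of -1.70 (standard error 0.90, adjusted p = 0.10) in DS001(Δ*fnrL*). It was called in the fit of the compared groups alone, and was -0.79 without the anaerobic array of replicate 2 of DS001(Δ*fnrL*). The log2 change of *hemA3* was -2.52 (standard error 0.98, adjusted p = 0.029). It was not called with quantile normalization or with the slide as a block, and was -1.63 without the anaerobic array of replicate 2 of DS001(Δ*fnrL*). Of the *nor* genes, 2 were called lower, 0 adjusted over the list alone, with log2 changes from -2.45 to -0.98. This count was 0 with quantile normalization or the slide as a block, 1 with probe medians and 5 with the compared groups alone, and 0 without the anaerobic array of replicate 2 of DS001(Δ*fnrL*). It was 5 without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*). The arrays labelled DS002(Δ*dnrD*) gave log2 changes of -1.93 (standard error 0.90, adjusted p = 0.078) for *apbE1* and -2.68 (standard error 0.98, adjusted p = 0.025) for *hemA3*, neither well above background on replicate 1, though 1 of the 3 probes of *hemA3* was. That of *hemA3* was not called with quantile normalization, the value table, the compared groups alone or the slide as a block. Without replicate 1 the values were 0.10 for *apbE1* and -0.43 for *hemA3*, and on replicate 1 alone *apbE1* was at least 63.6-fold and *hemA3* at least 145-fold lower. Of the *nor* genes, limma called 0 lower over all 3 arrays, 2 at an unadjusted p and 2 with array medians. The signal of *norC* was -3.77 on replicate 1, at background, and 5.30 and 5.12 on the other two. Replicate 1 alone gave 5 of the 5 lower. For DS003(Δ*dnrE*) and DS004(Δ*dnrF*) the log2 changes of these genes were -0.01 and 0.06 for *apbE1*, -0.45 and -0.46 for *hemA3*, and from -0.04 to 0.68 and from 0.07 to 1.40 for *norCBQDE*. None was called, at an adjusted or an unadjusted p, except 2 *nor* genes higher in DS004(Δ*dnrF*) in the fit of the compared groups alone, without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*) and with replicate 1 of that label alone, a fit chosen after seeing the data.

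**Figure D2:**
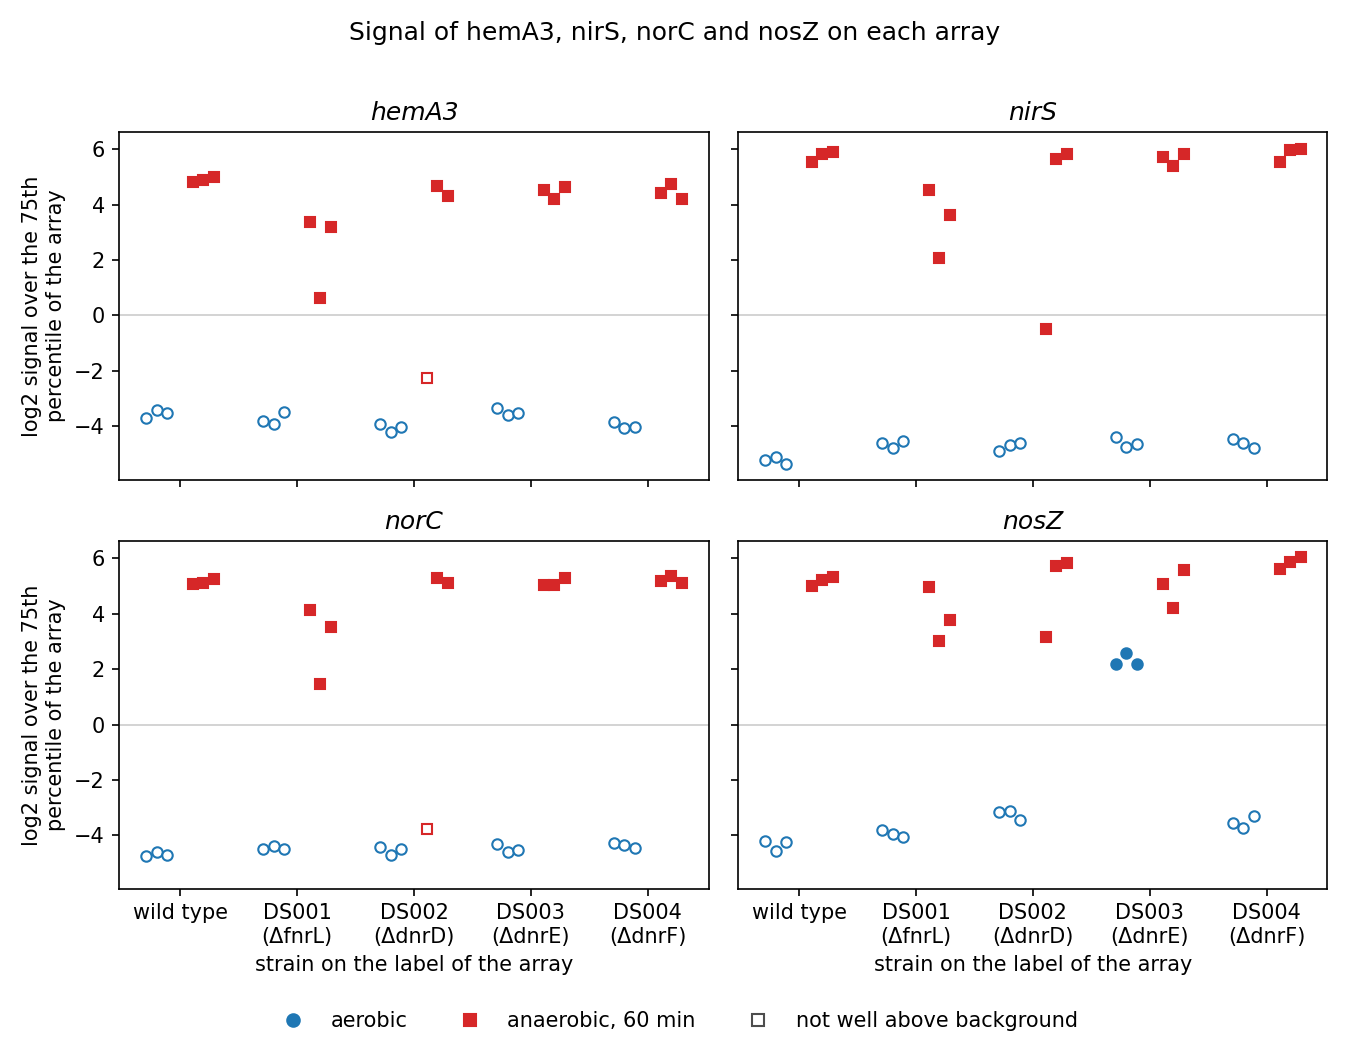
Normalized log2 signal of *hemA3*, *nirS*, *norC* and *nosZ* on each of the 30 arrays, by strain and time. Open symbols are values that are not well above background. Among the anaerobic arrays labelled DS002(Δ*dnrD*), *hemA3* lies at -2.27 on replicate 1 and at 4.65 and 4.31 on replicates 2 and 3.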

A strong cooperative anaerobic induction by both FnrL and DnrD was observed for *apbE1, cycA1*, and *hemA3* genes as well for the *nirSECFDGHJN, norCBQDE*, and *nosRZDFYLX* operons (Figure 5). *In silico* promoter analyses revealed the palindromic sequence 5′-**TT**A**A**T-N_4_-CAG**AA**-3′ 43.5 bp upstream of the transcriptional start site of the *apbE1* gene as potential binding site for FnrL and/or DnrD (Figure 5). A coupled transcription with *cycA1* encoding a cytochrome C2 was not observed. Despite the anaerobic transcriptional activation of *cycA1* by FnrL and DnrD a potential regulator binding site was not found (Figure 5). 

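The signal of *cycA1* (Dshi_3169) reached 5.41 ± 0.17 (SD, n = 3) on the wild type anaerobic arrays, at least 463-fold higher than before the shift. Its log2 change was -3.60 (standard error 0.75, adjusted p = 0.00025) in DS001(Δ*fnrL*), not called with the slide as a block, and -1.72 (standard error 0.75, adjusted p = 0.058) on the arrays labelled DS002(Δ*dnrD*). There it was called at an unadjusted p and with array medians, at -1.84. With replicate 1 alone the log2 change was -5.00, and -0.08 without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*). It was -0.24 in DS003(Δ*dnrE*) and -0.07 in DS004(Δ*dnrF*).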

Next, the *nirSECFDGHJN* operon and the divergently transcribed *nosR2* gene, encoding flavin-containing nitrous oxide reductase maturation factor (Zhang et al., 2017), were found anaerobically induced by FnrL and DnrD. 

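All 9 genes of *nirSECFDGHJN* rose with the shift in wild type, from at least 46-fold to at least 639-fold. Of the 9, 7 were called lower in DS001(Δ*fnrL*) than in wild type, 9 adjusted over the list alone, with log2 changes from -2.61 to -1.88. For *nirS* (Dshi_3180) it was -2.34 (standard error 0.89, adjusted p = 0.026), and -1.67 without the anaerobic array of replicate 2 of DS001(Δ*fnrL*). This count was 4 with quantile normalization, 9 with array medians or the compared groups alone, 6 with probe medians and 0 with the slide as a block. Single arrays moved it as well, to 0 without the anaerobic array of replicate 2 of DS001(Δ*fnrL*) and to 9 without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*). With all 3 of the arrays labelled DS002(Δ*dnrD*), limma called 0 genes lower, 2 at an unadjusted p and 0 adjusted over the list alone, with log2 changes from -2.08 to -1.17. With array medians 2 were lower. On replicate 1, *nirS* had a signal of -0.47, against 5.65 and 5.81 on replicates 2 and 3, and this array alone gave 9 of 9 lower. The log2 changes were from -0.10 to 0.39 in DS003(Δ*dnrE*) and from 0.09 to 0.79 in DS004(Δ*dnrF*), with 0 genes called by limma at an adjusted or an unadjusted p. No probe on the array carries the tag of *nosR2*.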

Within their shared upstream regions one potential binding site 5′-**TT**A**AC**-N_4_-**GTCAA**-3′ was identified. The sequence motive is located 39.5 bp upstream of the transcriptional start site of *nirS* and 41.5 bp upstream of the transcriptional start site of *nosR2*, both almost optimal positions for Fnr-dependent promoters (Tielen et al., 2012; Figure 5). A coupled transcription of *nosR2* and the following *norCBQDE* was indicated by the RNA sequencing data. Nevertheless, an additional Fnr/Dnr binding motif 5′-**TTGAC**-N_4_-**GT**T**AA**-3′ was found 67.5 bp upstream of the *norC* translational start site, allowing for *nosR2*-independent NorCB formation. Another Fnr binding site 5′-**TT**A**AC**-N_4_-**GTCAA**-3′ was found located 41.5 bp upstream of the transcriptional start site of the *hemA3* gene, encoding the heme biosynthetic enzyme 5-aminolevulinic acid synthase and 39.5 bp upstream of the transcriptional start site of the *dnrE* gene, which is divergently transcribed to *hemA3* (Figure 5). RNA sequencing data indicate a coupled transcription of *dnrE*, the open reading frame Dshi_3192 and the *nosRZDFYLX* operon. 

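In wild type, Dshi_3192 was at least 49.1-fold higher after the shift, and the 7 *nosRZDFYLX* genes (Dshi_3193 to Dshi_3199) were higher from at least 10.9-fold to at least 429-fold. Against wild type, Dshi_3192 had a log2 change of -1.16 (standard error 0.64, adjusted p = 0.12) in DS001(Δ*fnrL*), called in the fit of the compared groups alone, and 3 of the *nos* genes were called lower, 2 adjusted over the list alone. Their log2 changes ran from -1.66 to -0.08, with -1.26 (standard error 0.46, adjusted p = 0.022) for *nosZ*. The count was 1 with quantile normalization, 4 with array medians or the compared groups alone and 0 with the slide as a block. It was 0 without the anaerobic array of replicate 2 of DS001(Δ*fnrL*), where the log2 change of *nosZ* was -0.82, and 4 without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*). The arrays labelled DS002(Δ*dnrD*) gave Dshi_3192 a log2 change of -1.21 (standard error 0.64, adjusted p = 0.12), and 0.19 without replicate 1. With them 0 *nos* genes were called lower by limma at an adjusted or an unadjusted p, with log2 changes from -1.34 to 0.67. With replicate 1 alone Dshi_3192 had a log2 change of -4.00 and 7 of the 7 *nos* genes were called lower. The signal of *nosZ* was 3.17 on that array and 5.72 and 5.83 on the other two.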

The transcription of *hemA3, dnrE*, Dshi_3192, and the *nosRZDFYLX* operon was found induced under anaerobic conditions by FnrL and partly by DnrD. 

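On the wild type arrays *dnrD* (Dshi_3189) had a normalized log2 signal of -0.17 ± 0.39 (SD, n = 3) before the shift and of 2.79 ± 0.09 (SD, n = 3) after it, a log2 change of 2.97 (standard error 0.93, adjusted p = 0.0060). It was well above background on all 6 arrays, and the call held with each alternative and each array left out. The anaerobic log2 change of *dnrD* against wild type was -0.64 (standard error 0.93, adjusted p = 0.56) in DS001(Δ*fnrL*).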

Interestingly, *dnrD* gene expression was constitutive and not dependent on oxygen tension. Thus, we identified the first part of aerobic-anaerobic regulatory cascade, in which constitutively produced FnrL and DnrD induce *dnrE* transcription upon anaerobiosis and denitrification. Similarly, *dnrF* transcription is controlled by FnrL and Dnr. 

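On the wild type arrays the *dnrE* signal rose with the shift, from a level at which 1 of its 3 probes was well above background, to 2.49 ± 0.24 (SD, n = 3) after it, at least 66.5-fold higher. The *fnrL* signal changed with the shift by -0.95 (standard error 0.13, adjusted p = 2.9e-07), a call that was not made at -0.57 with array medians, -0.66 with normexp correction, -0.67 with the value table and -0.73 with the slide as a block. Against wild type, *dnrE* had an anaerobic log2 change of -2.02 (standard error 0.83, adjusted p = 0.038) in DS001(Δ*fnrL*), where it was well above background on 2 of the 3 arrays. With quantile normalization this was -1.85 and not called, nor was it called with the slide as a block or at -1.14 without the anaerobic array of replicate 2 of DS001(Δ*fnrL*). The arrays labelled DS002(Δ*dnrD*) gave a log2 change of -2.00 (standard error 0.83, adjusted p = 0.048), with *dnrE* well above background on 2 of the 3. It was -0.15 without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*). It was not called at -1.75 with quantile normalization or at -1.40 with the value table. Nor was it called with normexp correction, without the filter on dim genes, with the compared groups alone or with the slide as a block. With replicate 1 alone *dnrE* was at least 40.9-fold lower. From the dependence of *dnrE* on FnrL and DnrD and from the expression of *dnrD* at both oxygen tensions, the paper concludes that FnrL and DnrD, both made constitutively, start a regulatory cascade by inducing *dnrE* under denitrifying conditions.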

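The *dnrF* signal rose with the shift in wild type by a log2 change of 3.52 (standard error 0.91, adjusted p = 0.0012), from -1.12 ± 0.28 (SD, n = 3). Against wild type it had a log2 change of -3.99 (standard error 0.91, adjusted p = 0.00066) in DS001(Δ*fnrL*) and was well above background on 1 of the 3 arrays. The log2 change over the 3 arrays labelled DS002(Δ*dnrD*) was -4.12 (standard error 0.91, adjusted p = 0.00056), and *dnrF* was well above background on replicate 1 only. With that array alone, the only one of the 3 without a *dnrD* signal, the log2 change was 0.32. Neither call was made with the slide as a block, nor the second with the compared groups alone. The log2 change was 0.26 (standard error 0.91, adjusted p = 0.85) in DS003(Δ*dnrE*).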

As outlined above DnrE and DnrF are repressing *nap* operon expression. Moreover, a significant solely DnrF-dependent transcriptional repression of the *nosZDFYLX* operon was observed (summarized in **Figures 8**, **10**). 

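Of the 7 *nos* genes, 2 were called higher in DS004(Δ*dnrF*) than in wild type, 0 adjusted over the list alone, with log2 changes from 0.10 to 1.53. These were *nosL* (Dshi_3198), with 1.53 (standard error 0.52, adjusted p = 0.019), and *nosX* (Dshi_3199), with 1.29 (standard error 0.49, adjusted p = 0.035). The count was 1 with array medians or normexp correction and 3 with probe medians or the compared groups alone. It was 0 without the anaerobic array of replicate 3 of DS004(Δ*dnrF*) and 3 without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*), and without replicate 1 of wild type the log2 changes of *nosL* and *nosX* were 0.98 and 0.74. The log2 changes of the operon in DS003(Δ*dnrE*) ran from -0.93 to 0.84, with 0 genes called by limma at an adjusted or an unadjusted p. Before the shift all 7 *nos* genes were higher in DS003(Δ*dnrE*) than in wild type, 6 of them from at least 3.04-fold to at least 59.4-fold.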

Since only DnrF mediates repression of the *nos* operon via this palindromic sequence, one could predict this regulation as DnrF specific. Noteworthy is the fact that those two bidirectional Fnr/Dnr binding sequences between *nirS* and *nosR2* as well as between *hemA3* and *dnrE* are controlling the entire denitrification process. These palindromic sequences exhibit an overall identity of 85% (**TTGAC**(G/T)TT(T/G)**GT**T**AA**) with a single inversion of the central four nucleotides. Due to the promoter specificity of FnrL and DnrD an overlapping bidirectional active binding motive was suggested.

**Figure 5:**
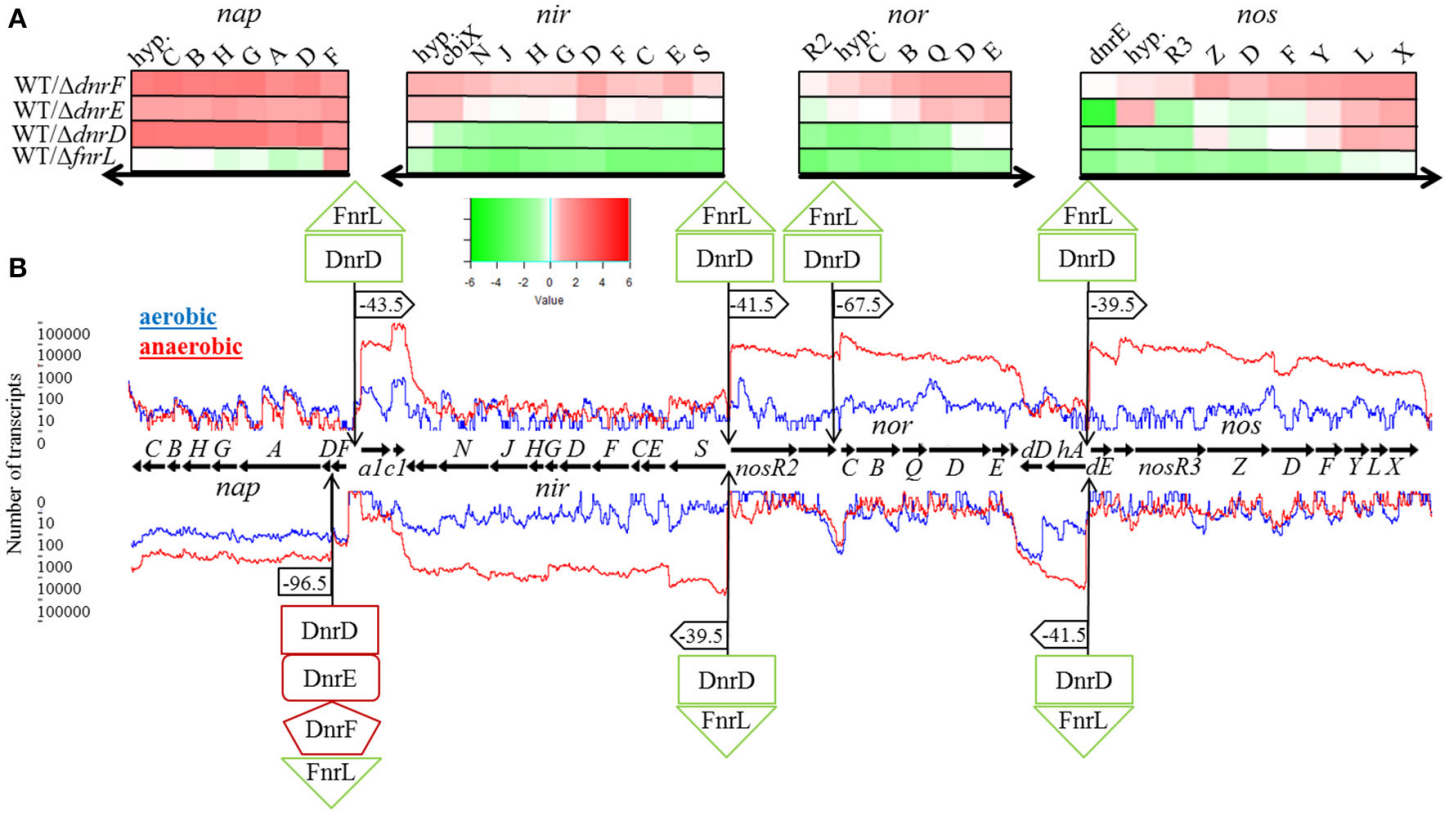
**Regulation of the denitrification operons by FnrL, DnrD, DnrE, and DnrF. (A)** Heat map representation of denitrification gene expression patterns of mutant strains DS001(Δ*fnrL*), DS002(Δ*dnrD*), DS003(Δ*dnrE*), and DS004(Δ*dnrF*) compared to *D. shibae* DFL12^T^ wild type strain grown under anaerobic conditions. The colored bars represent the expression level in log2 scale. Green indicates a relatively low expression level in the mutant strain which indicates activation by the regulator; red indicates relatively high expression levels in the mutant strain compared to the wild type indicating repression. **(B)** Denitrification operons with corresponding RNA sequencing data based transcriptional start sites and transcript quantification under aerobic (blue line) and anaerobic conditions (red line) of the wild type *D. shibae* DFL12^T^. Black horizontal arrows indicate open reading frames and the direction of transcription. Additionally, binding sites of FnrL, DnrD, DnrE, and DnrF are indicated by flags. If the corresponding binding site was located within a promoter sequence, the corresponding distance to the transcriptional start was given. Green boxes indicate an activation by the given regulator, red boxes indicate a repression. *a1, apbE1*; *c1, cycA1*; *hyp*, hypothetical gene; *dD, dnrD*; *hA, hemA3*; *dE, dnrE*.

### Expression of the *nirS* and *nosR2* promoter is under the control of one central bidirectional functional FnrL/Dnr binding site

Obviously, the bidirectional employed promoter regions and corresponding Fnr/Dnr binding sites between *nirS* and *nosR2* and between *hemA3* and *dnrE* were predicted to control the onset of denitrification in *D. shibae*. To study the role of the centrally located potential bidirectional binding site between the divergently *nirS* and *nosR2* genes, we created appropriate promoter-*lacZ* reporter gene fusions. We choose a 118 bp DNA fragment spanning the promoter sequences between the transcriptional start site of *nirS* and *nosR2*. The DNA sequence was cloned in both directions upstream of the *lacZ* gene resulting in *nirS*-*lacZ* and *nosR2*-*lacZ* reporter gene fusions (Figure 6). The reporter gene fusions were transformed into the *D. shibae* wild type strain and all four regulator mutant strains: DS001(Δ*fnrL*), DS002(Δ*dnrD*), DS003(Δ*dnrE*), DS004(Δ*dnrF*). The resulting strains were grown under anaerobic conditions in the presence of 25 mM nitrate and ß-galactosidase activities were determined in the mid-exponential growth phase. In the wild type strain *nirS*-*lacZ* expression resulted in 6,318 ± 564 Miller Units. In the DS001(Δ*fnrL*) mutant strain still 2,250 ± 282 Miller Units were determined while in DS002(Δ*dnrD*) *nirS*-*lacZ* expression was totally abolished with 11 ± 0.45 Miller Units. In the DS003(Δ*dnrE*) mutant strain *nirS*-*lacZ* expression was comparable to wild type levels. In the DS004(Δ*dnrF*) mutant strain 1,643 ± 428 Miller Units were measured. Overall expression of *nosR2-lacZ* was lower compared to *nirS*-*lacZ*. In the wild type strain 2,603 ± 233 Miller Units were measured. But again, expression was fund reduced in DS001(Δ*fnrL*) with 732 ± 26 Miller units and almost absent in DS002(Δ*dnrD*). In contrast, wild type levels were found in DS003(Δ*dnrE*) and DS004(Δ*dnrF*). These results identified DnrD as the main regulator of *nirS-lacZ* and *nosR2-lacZ* expression under denitrifying growth condition and FnrL as an additional co-regulator. To confirm the functional role of the potential Fnr/Dnr binding site within the *nirS* promoter, we mutated the terminal nucleotides of the palindrome TT to GC and AA to GC resulting in the mutant sequence 5′-GCAAC-N_4_-GTCGC-3′. Expression of the mutated *nirS(mu)*-*lacZ* reporter gene fusion was studied in the wild type strain under aerobic and anaerobic growth conditions. Under aerobic conditions neither *nirS*-*lacZ* nor *nirS(mu)*-*lacZ* expression were found, confirming strict anaerobic expression (Figure 7). Under anaerobic conditions *nirS*-*lacZ* expression was induced as expected for the wild type promoter, but no expression was found for *nirS(mu)*-*lacZ*. This indicated the importance of the Fnr/Dnr binding site and especially the relevance of the highly conserved TT and AA sequences for regulator binding.

**Figure 6:**
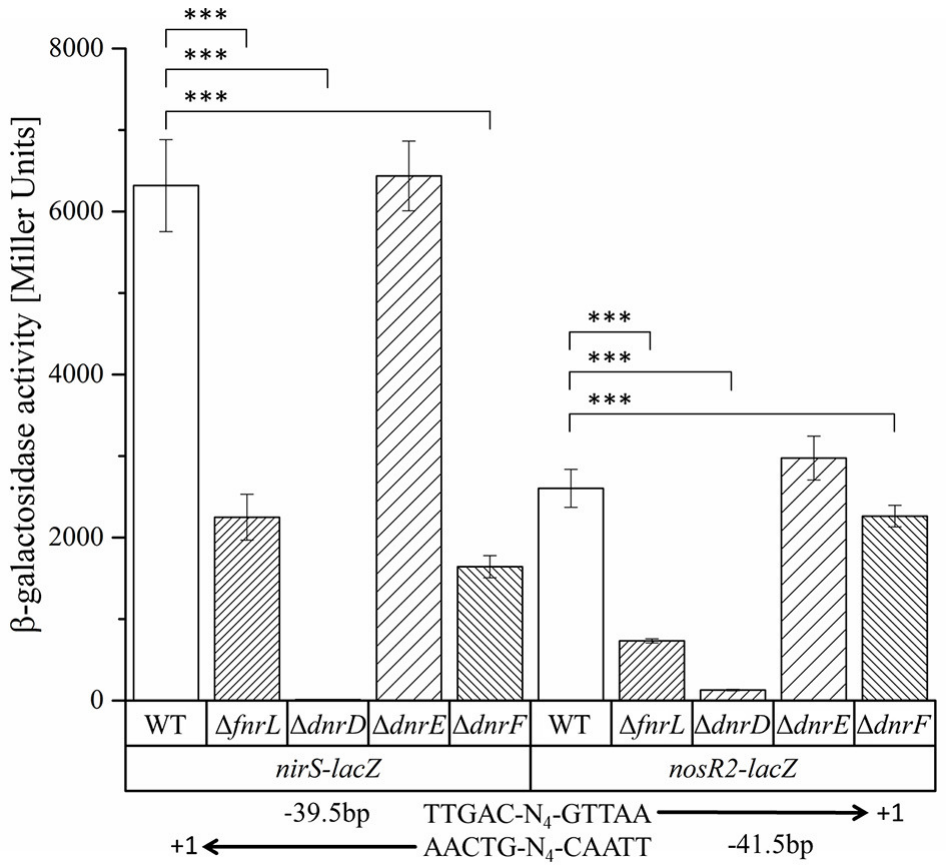
**Functional investigation of the ***nirS***–***nosR2*** intergenic promoter region using ***nirS-lacZ*** and ***nosR2-lacZ*** reporter gene fusions**. *D. shibae* DFL12^T^ wild type (WT), DS001(Δ*fnrL*) (Δ*fnrL*), DS002(Δ*dnrD*) (Δ*dnrD*), DS003(Δ*dnrE*) (Δ*dnrE*), and DS004(Δ*dnrF*) (Δ*dnrF*) mutant strains carrying the *nirS-lacZ* and *nosR2-lacZ* reporter gene fusions were grown under oxygen-limited conditions, and β-galactosidase activity was measured. Error bars represent the observed standard deviation. *P*-values were determined using ANOVA and the Tukey-test (Tukey, 1949). The symbol ^***^ indicate *P*-values smaller or equal to 0. The palindromic sequence of the Fnr/Dnr binding site and its position with respect to the transcriptional start site of *nirS* and *nosR2* are given.

**Figure 7:**
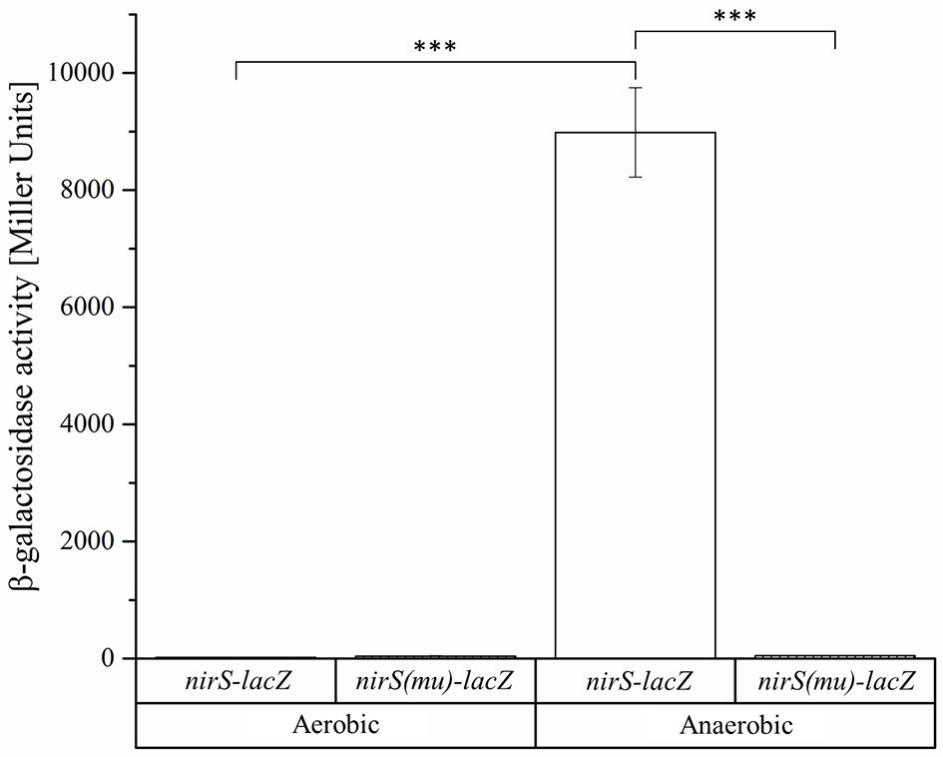
**Functional importance of the Fnr/Dnr binding site in the intergenic region of ***nirS*** and ***nosR2*****. *D. shibae* wild type strains DFL12^T^ carrying the *nirS-lacZ* and *nirS(mu)-lacZ* reporter gene fusions were grown under aerobic and anaerobic growth conditions and β-galactosidase activities were measured in three independent replicates. The *nirS-lacZ* reporter gene fusion is carrying the palindromic sequence 5′-TTAAC-N_4_-GTCAA-3′ of the Fnr/Dnr binding site. The binding sequence was mutated to 5′-**GC**AAC-N_4_-GTC**GC**-3′ in the *nirS(mu)-lacZ* reporter gene fusion. Error bars represent the observed standard deviation. *P*-values were determined using ANOVA and the Tukey-test (Tukey, 1949). The symbol ^***^ indicate *P*-values smaller or equal to 0.

### Genes encoding the electron transport chain are affected by FnrL and Dnr regulators in *D. shibae*

In addition to the denitrification genes, genes encoding components of the *D. shibae* electron transport chain were found differentially expressed under anaerobic conditions dependent on FnrL and DnrD (Table S3; Figure 8). 

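On the anaerobic arrays labelled DS002(Δ*dnrD*), 5 of the 24 *nuo* genes and 2 of the 7 *sdh* genes were called higher than in wild type, with log2 changes from -0.05 to 1.30 and from 0.08 to 1.39. The *nuo* count was 2 with array medians, 3 with normexp correction, 6 with the value table and 0 with the slide as a block, the *sdh* count 0 with the slide as a block. The former was 2 without the anaerobic array of replicate 2 labelled DS002(Δ*dnrD*) and 7 without the anaerobic array of replicate 3 labelled DS002(Δ*dnrD*). Of the 8 *fix* genes limma called 0 higher and 0 lower, at an adjusted or an unadjusted p, with log2 changes from -0.15 to 0.73. On replicate 1 alone these changes ran from -0.41 to 0.84, the highest that of *fixS*. Of the 5 *cta* genes limma also called 0. With array medians 1 *cta* gene was called lower, *ctaD* (Dshi_2383), at -0.84, as it was with the slide as a block, at -0.88 without the anaerobic array of replicate 2 labelled DS002(Δ*dnrD*) and on replicate 1 alone, at -1.12.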

The overall composition of the electron transport chain was deduced from the genome of *D. shibae* (Figure 8; Wagner-Döbler et al., 2010). As described previously, the acquisition of electrons occurred by different primary dehydrogenases (Laass et al., 2014). In other bacteria aerobic and anaerobic electron transport chains often employ different electron donor systems. 

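In wild type, 12 of the 24 genes of the *nuo* operon (Dshi_1307 to Dshi_1330) and 4 of the 7 *sdh* genes were called higher 60 min after the shift than before it. Their log2 changes ran from -0.17 to 1.43 and from -0.44 to 1.68. The *nuo* count was 8 with quantile normalization, 21 with array medians, 7 with normexp correction, 5 with the value table and 18 with the slide as a block, and 7 without the aerobic array of replicate 2 of wild type, and the *sdh* count 3 with quantile normalization or the value table. In each set 1 gene was well above background on 1 of the 3 anaerobic wild type arrays. Dshi_1390 had a log2 change of 0.72 (standard error 0.12, adjusted p = 8.7e-06) and fell short of the threshold. It passed it with array medians, at 1.10, with the slide as a block, at 1.01, and at 0.85 without the aerobic array of replicate 1 of wild type.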

An upregulation of the *nuo*-operon (Dshi_1307-1326; Dshi_1327-1330) encoding an NADH dehydrogenase I (EC 1.6.99.5), Dshi_1390 encoding an alternative NADH dehydrogenase (EC 1.6.5.3 and EC 1.6.99.3) and the *sdh*-operon (Dshi_2861-2867) encoding the succinate dehydrogenase (EC 1.3.99.1) was observed under conditions of anaerobiosis (Figure 8). Interestingly, an FnrL-mediated anaerobic repression of the NADH dehydrogenase (EC 1.6.99.5, EC 1.6.5.3, and EC 1.6.99.3) and the succinate dehydrogenases (EC1.3.99.1) was found. Moreover, the repression of the L-lactate dehydrogenase (*lldD2*; EC 1.1.2.3) was found to be mediated by all three Dnr regulators (Figure 8). 

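Compared with wild type under anaerobic conditions, 20 of the 24 *nuo* genes were called higher in DS001(Δ*fnrL*), 20 adjusted over the list alone, with log2 changes from 0.49 to 2.05. The count was 22 with quantile normalization, 12 with array medians and 9 with the slide as a block. Of the 7 *sdh* genes 5 were called higher, from 0.62 to 2.33, and 4 with array medians or normexp correction and 3 with the slide as a block. Dshi_1390 had a log2 change of 0.73 (standard error 0.12, adjusted p = 2.3e-05), and 0.95 with quantile normalization, which called it. It was 0.80 without the anaerobic array of replicate 1 of DS001(Δ*fnrL*). Before the shift, 23 of the *nuo* genes, all 7 *sdh* genes and Dshi_1390 were already higher in DS001(Δ*fnrL*).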

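The anaerobic log2 change of *lldD2* (Dshi_0948) was 1.80 (standard error 0.21, adjusted p = 8.7e-08) on the arrays labelled DS002(Δ*dnrD*), 2.71 (standard error 0.21, adjusted p = 9.5e-11) in DS003(Δ*dnrE*) and 1.35 (standard error 0.21, adjusted p = 9.2e-06) in DS004(Δ*dnrF*). It was 1.28 (standard error 0.21, adjusted p = 1.7e-05) in DS001(Δ*fnrL*). On the wild type arrays its signal was -1.56 ± 0.44 (SD, n = 3) before and -1.32 ± 0.21 (SD, n = 3) after the shift. Before the shift *lldD2* was also higher than in wild type, by 1.02 in DS001(Δ*fnrL*), 2.07 on the arrays labelled DS002(Δ*dnrD*), 2.53 in DS003(Δ*dnrE*) and 1.44 in DS004(Δ*dnrF*).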

Genes for other known primary dehydrogenases remain unaffected by the Fnr and Dnr regulators. An FnrL-dependent repression of the genes encoding an electron transferring flavoprotein (*eftA/B*) was detected. 

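The genes *etfA* (Dshi_0216) and *etfB* (Dshi_0217) fell with the shift in wild type, with log2 changes of -1.53 and -1.59. Both were higher in DS001(Δ*fnrL*) than in wild type after the shift, by 1.00 (standard error 0.16, adjusted p = 1.3e-05) and 0.81 (standard error 0.22, adjusted p = 0.0028). Of the pair, 0 with array medians or the slide as a block and 1 with normexp correction or the value table were called, and 1 without the anaerobic array of replicate 2 of DS001(Δ*fnrL*). On the other anaerobic mutant arrays the log2 changes lay between -0.39 and 0.12, with 0 genes called by limma at an adjusted or an unadjusted p.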

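In wild type *crtE* and *bchP* rose with the shift, with log2 changes from 1.57 to 1.74. Both were called lower than in wild type in DS001(Δ*fnrL*), with log2 changes of -1.68 (standard error 0.40, adjusted p = 0.00096) for *crtE* and -1.14 (standard error 0.29, adjusted p = 0.0018) for *bchP*, and neither with the slide as a block, where *crtE* was not called with the shift in wild type either. Both were also lower on the arrays labelled DS002(Δ*dnrD*), from -1.89 to -0.86, and in DS004(Δ*dnrF*), from -1.64 to -0.85. On the arrays labelled DS002(Δ*dnrD*) 1 with quantile normalization or the value table or probe medians and 0 with the slide as a block were called. Without the anaerobic array of replicate 2 labelled DS002(Δ*dnrD*) 1 was called. On replicate 1 of that label alone the log2 changes were -2.26 for *crtE* and -0.79 for *bchP*. The count in DS004(Δ*dnrF*) was 1 with quantile normalization or the value table or probe medians, and 1 without the anaerobic array of replicate 2 of DS004(Δ*dnrF*). In these 3 strains both genes were also called lower before the shift, with signals well above background on as few as 1 of 3 arrays in DS004(Δ*dnrF*).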

An anaerobic activation of terpenoid backbone synthesis genes (*ispA, crtE, bchP*) was observed which might result in an increase of ubiquinone biosynthesis.

**Figure 8:**
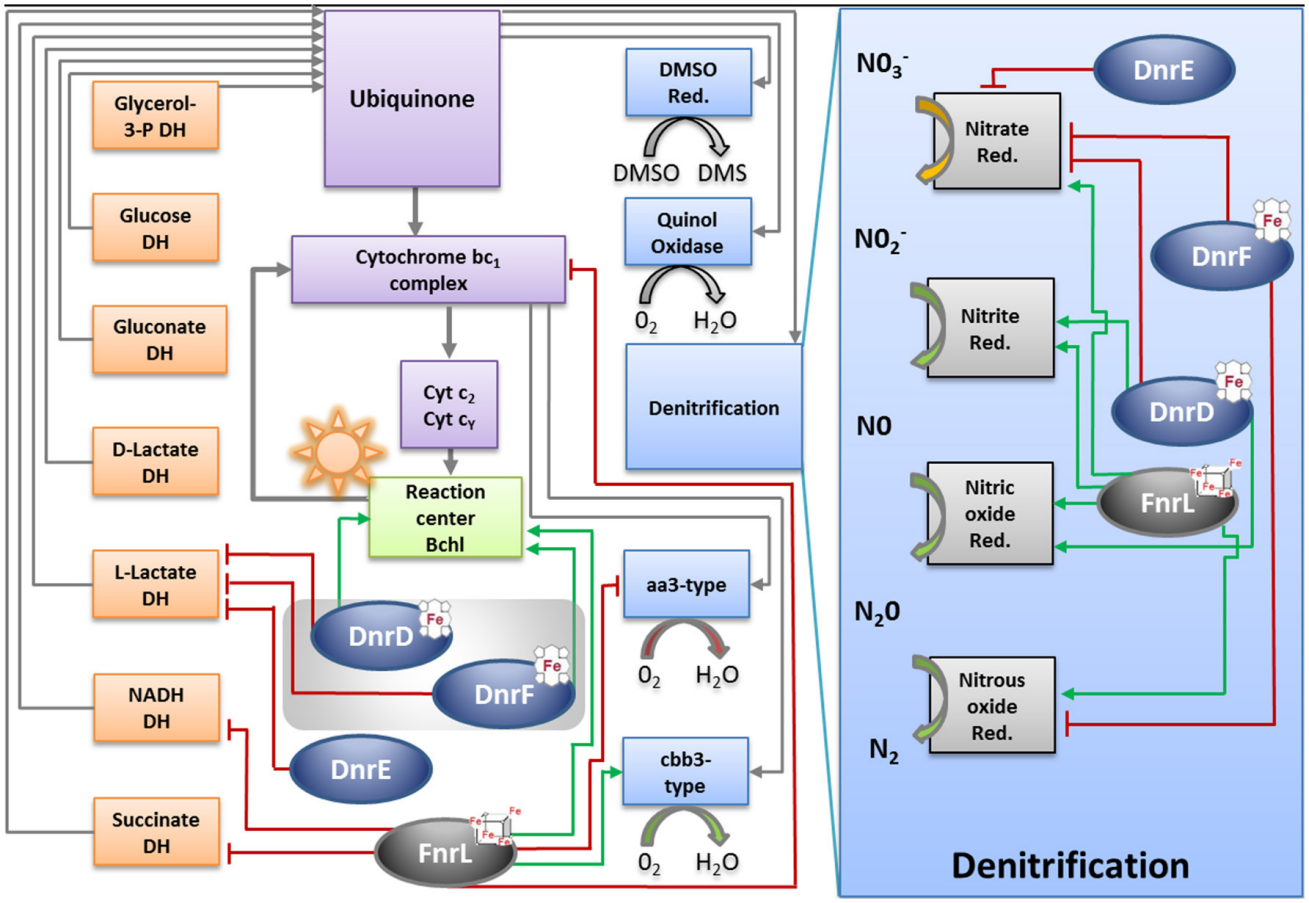
**Model for the regulation of the energy metabolism of ***D. shibae*** by FnrL, Dnr D, DnrE and DnrF during the aerobic to anaerobic transition**. DH, dehydrogenase; Cyt, cytochrome; bchl, bacteriochlorophyll; Q_d_and Q_b_ oxidized and reduced form of reaction center quinone, respectively; Cox, cytochrome oxidase; DMSO, dimethyl sulfoxide; Red, reductase. Figure was adapted from Wagner-Döbler et al. (2010).

Significant FnrL-dependent repression of transcription of *petC/B* genes encoding the cytochrome bc_1_ complex (EC 1.10.2.2) was observed. 

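The log2 changes of *petC* (Dshi_3276) and *petB* (Dshi_3277) in DS001(Δ*fnrL*) were 0.98 (standard error 0.15, adjusted p = 6.1e-06) and 1.14 (standard error 0.16, adjusted p = 1.6e-06) under anaerobic conditions. Neither was called with the slide as a block or with array medians, where they were 0.63 and 0.80. Before the shift they were higher by 0.82 and 0.97. In wild type their signals changed with the shift by 0.27 and 0.13.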

Cytochrome bc_1_ channels electrons toward the photosynthesis machinery and two types of cytochrome oxidases using a cytochrome c pool (Figure 8; Tables S1, S3). A considerable FnrL-dependent anaerobic activation of bacteriochlorophyll and carotenoid biosynthesis was noticed. 

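With the shift, 1 of the *bchCXYZ* genes, 1 of the *bchNB* genes and 3 of the *pufQBALMC* genes were called higher in wild type. The *puf* count was 1 without the aerobic array of replicate 1 of wild type and 6 without the aerobic array of replicate 2 of wild type, and the *bchCXYZ* count and the *bchNB* count were 0 without the aerobic array of replicate 1 of wild type. The alternatives gave 0 with quantile normalization or normexp correction or the value table or the slide as a block for *bchCXYZ*, 0 with quantile normalization or normexp correction or the value table or the slide as a block and 2 with array medians for *bchNB* and 1 with quantile normalization or the value table, 6 with array medians, 2 with normexp correction and 0 with the slide as a block for *puf*. Under anaerobic conditions in DS001(Δ*fnrL*), 3 of the 4 *bchCXYZ* genes were lower than in wild type, from -1.20 to -0.48, both *bchNB* genes, from -1.47 to -1.20, and 1 of the 6 *puf* genes, from -1.12 to -0.65. Adjusted over the list alone the counts were 3, 2 and 1. Of *bchCXYZ* 2 with quantile normalization or normexp correction or the value table, 4 with array medians and 0 with the slide as a block were called lower, and 1 without the anaerobic array of replicate 1 of DS001(Δ*fnrL*). Of *puf* 0 with quantile normalization or the slide as a block, 5 with array medians and 2 with normexp correction were called, and 0 without the anaerobic array of replicate 2 of DS001(Δ*fnrL*) or 3 without the anaerobic array of replicate 3 of DS001(Δ*fnrL*). Of *bchNB*, 0 were called with the slide as a block. The arrays labelled DS002(Δ*dnrD*) gave 3 *bchCXYZ*, 2 *bchNB* and 6 *puf* genes lower, with log2 changes from -1.98 to -1.24 for *puf*, and on replicate 1 alone 4 *puf* genes. The *bchNB* count was 0 with quantile normalization or the value table or the slide as a block and 1 with normexp correction, and 1 without the anaerobic array of replicate 2 labelled DS002(Δ*dnrD*). With the slide as a block 0 *bchCXYZ* and 0 *puf* genes were called there. On replicate 1 of that label alone the log2 changes were -0.95 for *bchN* and -0.81 for *bchB*. The counts in DS004(Δ*dnrF*) were 3, 1 and 6, with log2 changes from -1.92 to -1.30 for *puf*, and the *bchNB* count was 0 without the anaerobic array of replicate 2 of DS004(Δ*dnrF*) and 2 without the anaerobic array of replicate 3 of DS004(Δ*dnrF*). For DS003(Δ*dnrE*) limma called 0 of these genes lower at an adjusted or an unadjusted p. Before the shift, all 12 genes were lower in DS001(Δ*fnrL*), on the arrays labelled DS002(Δ*dnrD*) and in DS004(Δ*dnrF*), with log2 changes of *puf* from -1.51 to -1.06, from -2.18 to -1.39 and from -2.79 to -1.82.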

Genes encoding the chlorophyllide a reductase (*bchCXYZ*), the light- independent protochlorophyllide reductase (*bchNB*) and the photosynthetic reaction center (*pufQBALMC*) were found activated by FnrL. 

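The *crtCDE* genes had anaerobic log2 changes from -1.68 to -1.03 in DS001(Δ*fnrL*), where all 3 were called lower, and 3 were lower on the arrays labelled DS002(Δ*dnrD*), from -1.89 to -1.20, and 2 in DS004(Δ*dnrF*), from -1.64 to -0.72. With the slide as a block 0 were called lower in DS001(Δ*fnrL*) and on the arrays labelled DS002(Δ*dnrD*), and with the value table 2 on the latter. The *crtA* gene (Dshi_3501) rose in wild type by a log2 change of 1.74 (standard error 0.23, adjusted p = 2.0e-07). Its log2 change in DS001(Δ*fnrL*) was -1.41 (standard error 0.23, adjusted p = 1.7e-05), with a signal well above background on 2 of the 3 arrays. The arrays labelled DS002(Δ*dnrD*) gave -0.79, and -1.06 on replicate 1 alone, which called it lower. Before the shift *crtA* had a log2 change of -1.10 in DS001(Δ*fnrL*), with 1 of the 3 arrays well above background.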

Due to a compact genomic organization of photoactive pigments synthesis machinery similar regulatory patterns were observed for phytoene desaturase (*crtBI*), spirillozanthin synthesis (*crtCDE*), and the spheroidene monooxygenase (*crtA*). Furthermore, an FnrL-mediated induced transcription of the *fixNOQPGHIS* operon encoding a high-affinity cbb_3_ type cytochrome oxidase (EC 1.9.3.1) was observed (Figure 8; Table S1, S3). On the other hand a significant anaerobic transcriptional repression of *ctaCBGE* and *ctaD* encoding a low affinity aa_3_-type cytochrome oxidase (EC 1.9.3.1) was found. 

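All 8 *fixNOQPGHIS* genes rose in wild type with the shift, with log2 changes from 1.18 to 3.73. Of the 8, 7 were lower in DS001(Δ*fnrL*) than in wild type, 7 adjusted over the list alone and 6 with quantile normalization, and the changes ran from -4.65 for *fixO* (Dshi_0662) to 0.11 for *fixS* (Dshi_0668). For DS003(Δ*dnrE*) and DS004(Δ*dnrF*) limma called 0 genes at an adjusted or an unadjusted p, with log2 changes from -0.59 to 0.58 and from 0.06 to 0.46. Before the shift, 7 genes were higher than in wild type on the arrays labelled DS002(Δ*dnrD*) and 7 in DS004(Δ*dnrF*), and 0 in DS001(Δ*fnrL*) by the same test at an adjusted or an unadjusted p.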

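With the shift, 4 of the 5 genes *ctaCBGE* and *ctaD* fell in wild type, with log2 changes from -2.66 to -0.30. All 5 were higher in DS001(Δ*fnrL*) than in wild type under anaerobic conditions, from 1.38 to 3.56, and 4 with the slide as a block. The largest of these, that of *ctaB*, was measured against 1 of 3 wild type anaerobic arrays well above background, as was that of *ctaG*. The log2 change of *ctaD* (Dshi_2383) was -1.06 (standard error 0.18, adjusted p = 5.1e-05) in DS003(Δ*dnrE*). For DS004(Δ*dnrF*) limma called 0 of the 5 genes at an adjusted or an unadjusted p.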

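In wild type, all 5 genes of *atpHAGDC* and all 5 of *atpIBEXF* fell with the shift, with log2 changes from -2.13 to -1.42 and from -2.18 to -1.64. Under anaerobic conditions all 5 and 5 were higher in DS001(Δ*fnrL*) than in wild type, from 0.86 to 1.31 and from 0.86 to 1.34. Of *atpHAGDC* 2 with array medians and 0 with the slide as a block were called, and of *atpIBEXF* 4 with quantile normalization, 3 with array medians or normexp correction or the value table and 0 with the slide as a block. For the arrays labelled DS002(Δ*dnrD*), limma called 0 genes of either cluster at an adjusted or an unadjusted p, with log2 changes from 0.07 to 0.37 and from -0.25 to 0.48, and on replicate 1 alone 3 genes of *atpIBEXF* were higher, with log2 changes from 0.09 to 0.99.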

The final ATP generation by an F_0_F_1_-ATP synthases gene clusters (*atpHAGDC*/*atpIBEXF*; EC 3.6.3.14) was found transcriptionally repressed through FnrL and DnrD (Figure 8; Table S3).

### The essential role of FnrL for the adaptation of *D. shibae* to low oxygen tension

Under anaerobic conditions 477 genes organized within 268 transcriptional units were regulated by FnrL. 

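The genes called higher or lower in DS001(Δ*fnrL*) under anaerobic conditions numbered 741. Of these, 211 (28.5%) were called the same way before the shift. The change with the shift differed between DS001(Δ*fnrL*) and wild type for 278 of the 741, by limma's test of the interaction of strain and time. Across genes, the anaerobic and the aerobic log2 changes of this strain had a correlation of 0.451.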

Taken into account, that only 69 promoters carried a potential Fnr binding site, we assume that the majority of the other genes is regulated in an indirect manner. Thus, the FnrL-specific regulon comprises 69 transcriptional units (Table S2). We performed cluster enrichment analysis of orthologous groups (Blanka et al., 2014; Table S4). In addition to the outlined genes involved in denitrification and corresponding electron transport chains, genes encoding various transcriptional regulators were part of the FnrL regulon. 

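Under anaerobic conditions *fnrL* had a signal of -1.09 ± 0.09 (SD, n = 3) on the wild type arrays. Its log2 change was -0.76 (standard error 0.13, adjusted p = 2.2e-05) on the arrays labelled DS002(Δ*dnrD*), -0.33 (standard error 0.13, adjusted p = 0.047) in DS003(Δ*dnrE*) and -0.75 (standard error 0.13, adjusted p = 3.4e-05) in DS004(Δ*dnrF*), and none was called. Quantile normalization and array medians called it lower on the arrays labelled DS002(Δ*dnrD*) and in DS004(Δ*dnrF*), and the slide as a block on the arrays labelled DS002(Δ*dnrD*). The same was seen on the arrays labelled DS002(Δ*dnrD*) without the anaerobic array of replicate 1 of wild type, and in DS004(Δ*dnrF*) without that array or without the anaerobic array of replicate 3 of DS004(Δ*dnrF*).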

Beside the autoregulation of the *fnrL* gene, an anaerobic activation of the *dnrE* and *dnrF* gene was observed. Moreover, the gene encoding the benzyl coenzyme A (CoA) reduction regulator (*bedM*/*rrf2*) and for quorum sensing regulators (*traR*/*dksA*) were found activated by FnrL. 

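The array carries a pair of genes annotated as BadM/Rrf2 family regulators, Dshi_1660 and Dshi_2306. Dshi_1660 had a log2 change of -3.04 (standard error 0.18, adjusted p = 3.0e-13) in DS001(Δ*fnrL*), and Dshi_2306 was at least 24.2-fold lower, after a rise with the shift in wild type of at least 40.5-fold. Dshi_2306 was also called lower on the arrays labelled DS002(Δ*dnrD*), in DS003(Δ*dnrE*) and in DS004(Δ*dnrF*), by -0.99, -1.03 and -1.14. The calls on the arrays labelled DS002(Δ*dnrD*) and in DS003(Δ*dnrE*) were not made with the value table, the slide as a block or the compared groups alone, which also lost the call in DS004(Δ*dnrF*), and without the anaerobic array of replicate 2 of wild type both were also lost. Of the TraR/DksA family regulators, Dshi_0812 was at least 30.1-fold lower in DS001(Δ*fnrL*) and Dshi_1411 had a log2 change of -4.95 (standard error 0.20, adjusted p = 1.2e-16). In wild type both had risen with the shift, by 4.81, from a signal well above background on 1 of the 3 arrays, and by 5.08.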

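The *rbsB* gene (Dshi_0390) fell with the shift in wild type by a log2 change of -3.07 (standard error 0.14, adjusted p = 9.9e-16), to a signal well above background on 1 of the 3 arrays. Against these arrays the log2 change was 1.76 (standard error 0.14, adjusted p = 2.1e-10) in DS001(Δ*fnrL*) and 0.73 (standard error 0.14, adjusted p = 0.00031) in DS003(Δ*dnrE*), the latter short of the threshold but called with probe medians and without the anaerobic array of replicate 1 of wild type.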

Repression of genes for an ABC transport systems regulator (*rbsB*) and two *luxR* family regulators was observed. In addition, various biosynthetic pathways were FnrL controlled. Genes encoding enzymes of the tetrapyrrole biosynthesis were found activated by FnrL. These include 5-amionlaevulinic acid synthase HemA (Dshi_1182/Dshi_2190) and the coproporphyrinogen III dehydrogenase HemN (Dshi_0541/Dshi_0659), the light-independent protochlorophyllide reductase BchFNBH (Dshi_3533-3536) and chlorophyllide reductase BchXYZF (Dshi_3517-3519/Dshi_3533). 

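Dshi_1182 had an anaerobic log2 change of -1.08 (standard error 0.14, adjusted p = 5.2e-07) in DS001(Δ*fnrL*) against wild type, where it had risen with the shift by 2.73. Dshi_2190, which Table S1 names *tig*, had a log2 change of 0.74 (standard error 0.12, adjusted p = 2.0e-05), and 0.83 with quantile normalization, past the threshold. In wild type it changed with the shift by -2.14. Of the *hemN* genes, Dshi_0541 had a log2 change of -3.18 (standard error 0.31, adjusted p = 4.6e-09) in DS001(Δ*fnrL*), and Dshi_0659 of -4.74 (standard error 0.28, adjusted p = 2.6e-13), with 2 of the 3 mutant arrays well above background. In wild type they had risen by 5.97, with 2 of the 3 aerobic arrays well above background, and by 4.94. The *bchF* gene (Dshi_3533) had log2 changes of -1.91 (standard error 0.37, adjusted p = 0.00013) in DS001(Δ*fnrL*), -1.27 on the arrays labelled DS002(Δ*dnrD*) and -1.13 in DS004(Δ*dnrF*), all called lower, the first not with the slide as a block. For *bchH* (Dshi_3536) the log2 change in DS001(Δ*fnrL*) was -0.61 (standard error 0.24, adjusted p = 0.031), not called, and it was called lower with array medians, at -0.96, and at -0.81 without the anaerobic array of replicate 3 of DS001(Δ*fnrL*). Before the shift both were called lower in these 3 strains, with *bchF* well above background on 2 of the 3 arrays of DS004(Δ*dnrF*).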

Obviously, FnrL is also controlling the restructuring of the cell envelope in response to oxygen limitation. Beside the activation of a gene encoding a putative membrane protein (Dshi_1454) the highest log2-fold change was found for transcription of a gene encoding the outer membrane protein (*ompW*; Bouchal et al., 2010). On the other hand the genes for a part of the protein translocation channel (*secE*), an ABC transporter of unknown function (Dshi_1404) and two metallic cation/iron-siderophore transporters (*znuA*/*sitA*) were found repressed. In addition, the gene of an iron-sulfur cluster assembly accessory protein (Dshi_1730) was found repressed by FnrL. 

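The gene of the putative membrane protein, Dshi_1454, had a log2 change of -3.97 (standard error 0.31, adjusted p = 5.5e-11) in DS001(Δ*fnrL*), with 2 of the 3 mutant arrays well above background, and had risen in wild type at least 49.9-fold. The *ompW* gene (Dshi_1299) had a normalized log2 signal of 4.74 ± 0.15 (SD, n = 3) in wild type and lay at background on all 3 arrays of DS001(Δ*fnrL*), at least 190.1-fold lower. Its rise with the shift in wild type was 6.48.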

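Under anaerobic conditions *secE* (Dshi_0258) had a log2 change of 1.14 (standard error 0.18, adjusted p = 1.5e-05) in DS001(Δ*fnrL*). It was not called at 0.79 with array medians, 0.78 with the value table and 1.04 with the slide as a block. Dshi_1404 was at least 1.93-fold higher, with 2 of the 3 mutant arrays and none of the wild type arrays well above background. The genes of the periplasmic solute binding proteins, Dshi_1659 and Dshi_1704, had log2 changes of 2.52 (standard error 0.22, adjusted p = 6.9e-10) and 2.02 (standard error 0.24, adjusted p = 1.4e-07). On the wild type anaerobic arrays, 2 and 1 of the 3 were well above background. In wild type the pair changed with the shift by -1.12 and -1.20, with 1 with quantile normalization or array medians or probe medians and 0 with normexp correction or the value table called lower. Dshi_1659 was also higher in DS003(Δ*dnrE*), by 1.18 (standard error 0.22, adjusted p = 0.00016), but not called with normexp correction, the value table or the slide as a block.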

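Dshi_1730 had a log2 change of 1.03 (standard error 0.15, adjusted p = 2.4e-06) in DS001(Δ*fnrL*) against wild type, and 0.68 with array medians, short of the threshold. In wild type the signal was -0.05 ± 0.11 (SD, n = 3) before and 0.02 ± 0.27 (SD, n = 3) after the shift. The arrays labelled DS002(Δ*dnrD*) gave a log2 change of 0.72 (standard error 0.15, adjusted p = 0.00021), and 1.07 on replicate 1 alone, past the threshold.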

Finally, genes of the cellular stress response are part of the Fnr regulon. For example, genes for universal stress proteins Usp (Dshi_1338/Dshi_2213/Dshi_2686) and genes encoding a cytochrome-c peroxidase (*ccpA*; EC 1.11.1.5) were found highly activated by direct FnrL interaction.

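In wild type the universal stress protein genes Dshi_1338, Dshi_2213 and Dshi_2686 rose with the shift, by log2 changes of 5.96 and 4.38 and at least 18.6-fold. Against wild type in DS001(Δ*fnrL*), Dshi_1338 had a log2 change of -4.74 (standard error 0.29, adjusted p = 6.4e-13), with 2 of the 3 arrays well above background, and Dshi_2213 of -3.50 (standard error 0.15, adjusted p = 4.1e-16). Dshi_2686 was at least 11.1-fold lower. For the arrays labelled DS002(Δ*dnrD*) limma called 0 of the 3 at an adjusted or an unadjusted p, but 2 were higher with quantile normalization, 3 with the value table and 1 with normexp correction or probe medians. The *ccpA* gene (Dshi_2655) rose in wild type at least 30.8-fold and was at least 18.4-fold lower in DS001(Δ*fnrL*).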

### The role of the three different Dnrs of *D. shibae* for the aerobic-anaerobic transition

Based on the transcriptomic experiments cluster enrichment analyses of orthologous groups were performed (Blanka et al., 2014; Table S4). The determined regulons were merged in a Venn diagram (Figure 9). 

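Of the genes called under anaerobic conditions, 472 were called in DS001(Δ*fnrL*) alone, 75 on the arrays labelled DS002(Δ*dnrD*) alone, 74 in DS003(Δ*dnrE*) alone and 43 in DS004(Δ*dnrF*) alone. All 4 strains, taken by their labels, shared 103, of which 102 changed the same way, 93 higher and 9 lower than in wild type. Of these, 51 were called the same way in all 4 strains before the shift too. The 3 wild type anaerobic arrays enter every comparison. When unchanged groups were simulated 100 times against 3 shared wild type arrays, simulated as well, at most 0 genes were called in all 4 comparisons, and at most 84 in 1. A difference common to the real wild type arrays is not part of these simulations. A further 85 genes were shared by the arrays labelled DS002(Δ*dnrD*), DS003(Δ*dnrE*) and DS004(Δ*dnrF*) and not called in DS001(Δ*fnrL*).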

Especially the DnrD regulator was assumed to be the major player for the regulation of the denitrification processes and the corresponding electron transport chain. 

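The number of genes called only on the arrays labelled DS002(Δ*dnrD*), 75 with all 3 arrays, was 35 without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*) and 157 without the anaerobic array of replicate 2 labelled DS002(Δ*dnrD*). With replicate 1 as the only array of the strain it was 230.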

We found a set of 68 genes, which were regulated exclusively by DnrD under anaerobic conditions. However, cluster enrichment analyses revealed no orthologous group of genes that was regulated exclusively by DnrD. Nevertheless, a significant activation was observed for detoxification systems like a sulfite export system (Dshi_0205) and a di-haem cytochrome c peroxidase (Dshi_2749). Moreover, we were able to identify 10 potential regulator binding sites for DnrD in front of DnrD regulated genes. 

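The sulfite exporter gene Dshi_0205 was well above background on no anaerobic array of wild type or of the mutant strains and was not tested. Dshi_2749, the gene of the di-haem cytochrome *c* peroxidase, was well above background on 1 of the 3 wild type anaerobic arrays and on none of the arrays labelled DS002(Δ*dnrD*). It was at least 1.21-fold lower there, with an adjusted p = 0.00023, and at least 1.42-fold lower in DS003(Δ*dnrE*). The call on the arrays labelled DS002(Δ*dnrD*) was lost with the value table, without their replicate 1 and without the anaerobic array of replicate 1 of wild type, and with the slide as a random block, a fit chosen after seeing the data. In DS003(Δ*dnrE*) it was lost with quantile normalization, array medians, normexp correction, the value table and the slide as a block, and also without the anaerobic array of replicate 1 or 3 of DS003(Δ*dnrE*) or of replicate 1 of wild type. In DS004(Δ*dnrF*) the gene was not called, except with quantile normalization, array medians or probe medians and without the anaerobic array of replicate 1 of DS004(Δ*dnrF*) or of replicate 2 of wild type.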

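The permease gene Dshi_1384 had anaerobic log2 changes of -1.19 (standard error 0.14, adjusted p = 1.4e-07) on the arrays labelled DS002(Δ*dnrD*), -1.02 (standard error 0.14, adjusted p = 2.1e-06) in DS004(Δ*dnrF*) and -0.80 (standard error 0.14, adjusted p = 8.8e-05) in DS003(Δ*dnrE*), all called lower. It was well above background on 2 of the 3 arrays in the first group and in DS004(Δ*dnrF*). The value table called none of the 3 and normexp correction the first alone. In DS003(Δ*dnrE*) the call was also lost with quantile normalization, array medians, probe medians and the slide as a block, and without the anaerobic array of replicate 2 of DS003(Δ*dnrE*) or of replicate 2 of wild type.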

A palindromic sequence was found centered 42.5 bp upstream of the transcriptional start of a gene encoding a mineral and organic ion transporter (Dshi_1384). On the other hand pilus assembly genes (Dshi_1130) were found repressed by DnrD (Table S2). 

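Dshi_1130 was not well above background on any wild type anaerobic array. It was at least 6.18-fold higher on the arrays labelled DS002(Δ*dnrD*) and at least 3.18-fold higher in DS004(Δ*dnrF*), where 2 of the 3 arrays were well above background.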

A huge overlap of 53% was found for the DnrD and DnrF regulon. 

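Of the 695 genes called on the arrays labelled DS002(Δ*dnrD*) or in DS004(Δ*dnrF*), 483 (69.5%) were called in both, all of them in the same direction. They made 76.4% of the first set and 88.5% of the second. Leaving out 1 array at a time gave shares between 57.1% and 78.9%, and replicate 1 alone, the array on which *dnrD* was at background, gave 472 genes (46.8%). The 2 comparisons share the wild type arrays. When unchanged groups were simulated against shared wild type arrays, simulated as well, at most 0 genes were called in both. A difference common to the real wild type arrays is not part of that. The correlation of the log2 changes across genes was 0.964, against a median of 0.456 and at most 0.904 in the simulations. Genes are not independent replicates. Apart from replicate 1, the anaerobic arrays labelled DS002(Δ*dnrD*) had a *dnrD* signal and none of *dnrF*, like those of DS004(Δ*dnrF*). The value of 0.964 can thus not test a regulon shared by DnrD and DnrF. For replicate 1, a single array, the correlation was 0.818, below the highest simulated value. Of the shared genes, 253 (52.4%) were called the same way in both strains before the shift.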

Pathways like the carotenoid biosynthesis, the metabolism of terpenoids and polyketides, the degradation of aromatic compounds, cell motility, sulfur metabolism, oxidative phosphorylation, and methane metabolism were found regulated by DnrD and DnrF (Table S2). Furthermore, we found genes for porine biosynthesis (*ompR/*Dshi_0212), environmental information processing (*kspTE*) and homologs recombination (*recA*) differentially expressed in DnrD and DnrF depleted strains. 

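The *ompR* gene (Dshi_0212) had an anaerobic log2 change of 3.09 (standard error 0.16, adjusted p = 1.2e-14) on the arrays labelled DS002(Δ*dnrD*) and of 3.15 (standard error 0.16, adjusted p = 9.2e-15) in DS004(Δ*dnrF*). Its log2 change was -1.11 (standard error 0.16, adjusted p = 9.3e-06) in DS003(Δ*dnrE*), not called with the value table, and limma did not call it in DS001(Δ*fnrL*). Before the shift its log2 changes were 3.02 on the arrays labelled DS002(Δ*dnrD*) and 2.03 in DS004(Δ*dnrF*).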

Due to the observed cascade regulation, in which DnrD induces the *dnrF* gene, it was not possible to distinguish between direct DnrD activation and indirect DnrD activity via *dnrF* activation and subsequent DnrF activity. A surprisingly small DnrF specific regulon was deduced with 37 genes. 

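The number of genes called in DS004(Δ*dnrF*) alone, 43, was 26 without the anaerobic array of replicate 3 of DS004(Δ*dnrF*) and 84 without the anaerobic array of replicate 1 of DS004(Δ*dnrF*). With the arrays labelled DS002(Δ*dnrD*) reduced to replicate 1 it was 51.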

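The hemin degradation gene *hmuS* (Dshi_0574) was well above background on no anaerobic array of wild type or of the mutant strains and was not tested. The regulator gene *iscR* (Dshi_1633) was called lower in DS004(Δ*dnrF*) with an adjusted p = 1.4e-05, but its signal was well above background on 1 of the 3 wild type arrays and none of the mutant arrays, so that no fold can be given. That call was lost with normexp correction, the value table and without the anaerobic array of replicate 1 of DS004(Δ*dnrF*) or of replicate 3 of wild type. The gene was also called lower on the arrays labelled DS002(Δ*dnrD*), none of them well above background (adjusted p = 1.2e-05). There the call was lost with normexp correction, the value table and without replicate 3 of that label or of wild type. The transport gene Dshi_0882 was at least 1.36-fold lower in DS004(Δ*dnrF*) (adjusted p = 0.0013) and was not called with normexp correction or without the anaerobic array of replicate 3 of DS004(Δ*dnrF*). It was also called lower in DS003(Δ*dnrE*), at least 1.86-fold lower, though not with normexp correction, the value table, probe medians or the slide as a block. The dehydrogenase gene *gcd* (Dshi_0476) had a log2 change of 1.22 (standard error 0.18, adjusted p = 3.7e-06) in DS004(Δ*dnrF*) and of 1.10 (standard error 0.18, adjusted p = 1.2e-05) on the arrays labelled DS002(Δ*dnrD*). The latter was not called with normexp correction, the slide as a block or replicate 1 alone, at 0.64. Wild type had 2 of 3 arrays well above background.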

Processes like the biosynthesis of secondary metabolites, signal transduction, iron homeostasis (*hmuS, iscR*, Dshi_0882) and the formation of the quinoprotein glucose dehydrogenase (*gcd*; EC: 1.1.5.2) were found controlled by DnrF. Potential Fnr/Dnr regulator binding sites and significant transcriptional activation were found for eight promoters. Repression of fermentation processes via the downregulation of the genes of an alcohol dehydrogenase class III (*adhC*/Dshi_0473) and changes in the osmotic adaptation via the repression of L-carnitine dehydratase formation (Dshi_3269) were observed (Table S2). 

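The signal of *adhC* (Dshi_0473) was well above background on 1 of the 3 anaerobic arrays of DS004(Δ*dnrF*) and on none of wild type, and was at least 1.89-fold higher (adjusted p = 0.0017). Dshi_3269 had a log2 change of 0.81 (standard error 0.11, adjusted p = 1.2e-06). At 0.75 with array medians, 0.76 with normexp correction and 0.70 with the value table it fell short of the threshold, as did *adhC* with normexp correction and the value table. For Dshi_3269 it was 0.74 without the anaerobic array of replicate 1 of wild type, also short of it.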

The genes of DnrD and DnrE were found in close neighborhood on the genome and exhibit a high amino acid sequence homology. Nevertheless, only a limited overlap of regulons of both regulators was observed (Figure 9). However, the enrichment analysis of DnrE revealed a major impact on translation, lipid metabolism and biosynthesis of amino acids. 

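Of the 755 genes called on the arrays labelled DS002(Δ*dnrD*) or in DS003(Δ*dnrE*), 236 (31.3%) were called in both. The log2 changes had a correlation across genes of 0.548. Unchanged groups simulated with shared wild type arrays, simulated as well, gave a median of 0.494 and at most 0.947, so 0.548 lies within their range. In these simulations at most 0 genes were called in both.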

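Only in DS003(Δ*dnrE*), 74 genes were called, 52 of them lower than in wild type, and 60 to 90 with 1 array left out. Of the 165 genes called lower in this strain, 19 had tags from Dshi_4154 to Dshi_4226, a stretch singled out after the values were seen. Of its 73 genes on the array, 31 were well above background on all 3 wild type aerobic arrays, and 26 of these were so on none of the 6 arrays of DS003(Δ*dnrE*). No table used here places the tags on the chromosome or the plasmids, so their share on plasmids was not analysed here.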

Interestingly, 73.58% of the specific DnrE regulated genes were located on the various plasmids of *D. shibae*. 

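The cytochrome *b*561 gene Dshi_4169 was well above background on no anaerobic array of wild type or of the mutant strains and was not tested. Without the filter on dim genes it was called lower in DS003(Δ*dnrE*), by a log2 change of -1.02 between signals that were near background. Dshi_4225 was at least 49.3-fold lower in DS003(Δ*dnrE*) than in wild type, where it had risen with the shift by 4.31. It was also lower in DS001(Δ*fnrL*), by a log2 change of -3.24 (standard error 0.22, adjusted p = 3.6e-12). It lies in the stretch Dshi_4154 to Dshi_4226, of which most genes with a signal in wild type had none in DS003(Δ*dnrE*) before the shift either. All 5 *phaACEFG* genes (Dshi_3805 to Dshi_3810) were called lower in DS003(Δ*dnrE*), 5 adjusted over the list alone, with log2 changes from -1.23 to -1.03, and 4 with quantile normalization or the slide as a block and 1 with the value table. For DS001(Δ*fnrL*), the arrays labelled DS002(Δ*dnrD*) and DS004(Δ*dnrF*) the log2 changes ran from -0.44 to -0.02, from -0.34 to -0.02 and from -0.11 to 0.30, and limma called 0 genes at an adjusted or an unadjusted p. With replicate 1 alone 3 *pha* genes were lower.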

Genes for cytochromes b_561_ (Dshi_4169), heme uptake (Dshi_4225) and proton/sodium antiporter synthesis (*phaACEFG*) were found exclusively altered in a *dnrE* mutant strain. Moreover, a significant correlation of the observed gene expression and found regulator binding site in the upstream region of the corresponding genes was observed. These data suggest that *D. shibae* possesses a specific regulator for extrachromosomal genes which are essential for the adaptation process to various oxygen tensions (Ebert et al., 2013).

**Figure 9:**
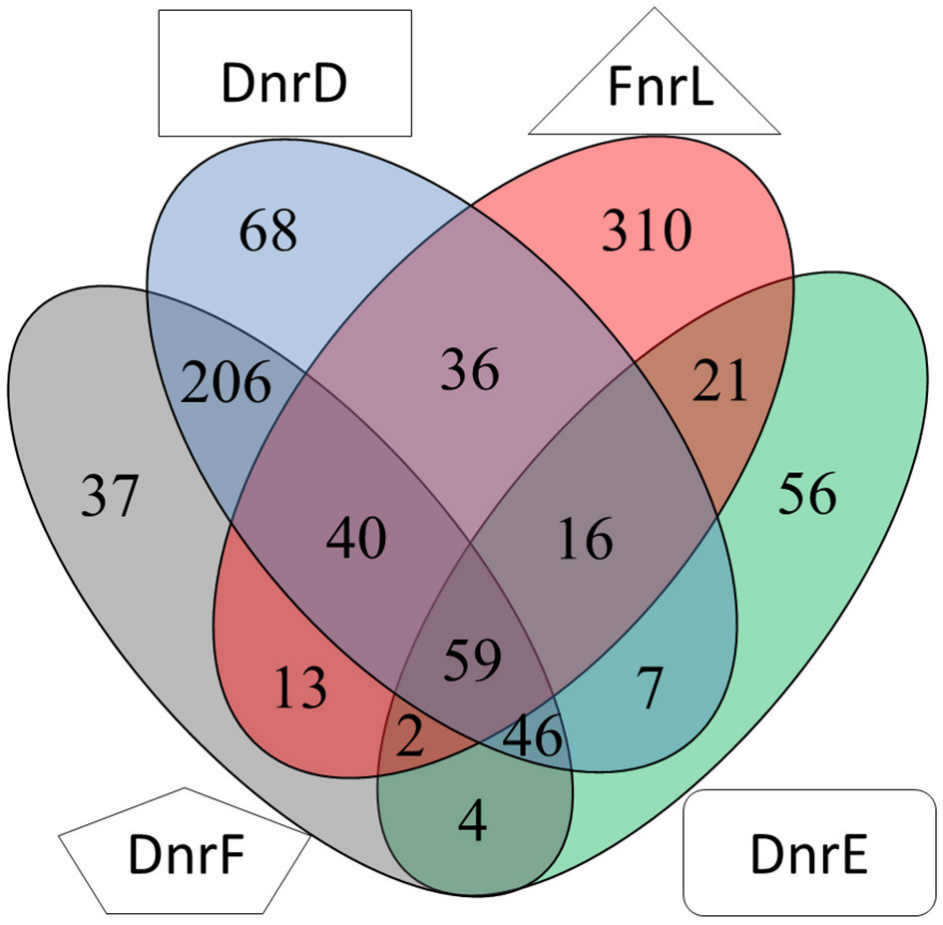
**Venn diagram of the overlapping regulons of Fnr, DnrD, DnrE and DnrF derived from transcriptional profiling experiments**. Numbers for differentially expressed genes regulated by indicated regulators determined by transcriptome analyses using mutants of the corresponding regulator genes compared for aerobic vs. anaerobic growth are given.

## Discussion

Multiple alternative respiratory and fermentative systems enable bacteria to grown in the absence of oxygen. A broad variety of electron donating primary dehydrogenases, various electron transferring quinones and many different terminal oxidases using alternative electron acceptor including nitrate, sulfate, fumarate, and various metals have been observed. Similarly, bacterial aerobic respiration is using multiple electron-donating and excepting enzyme systems. Depending on the ecological niche inhabited by the bacterium different combinations of these electron transport chains are employed. Often bacteria are capable of aerobic and anaerobic growth. Consequently, a shift from aerobic to anaerobic growth requires a fined-tuned restructuring of the involved electron transport chains with their multiple protein and cofactor components. Parameters like oxygen tension, the presence of nitrate, NO or the electron flux in the membrane provide the bacterium with necessary information to induce the required regulatory process. Species-specific combinations of multiple regulatory proteins are used by the different bacteria to induce a tailor-made regulatory response (see Section Introduction for details).

Here we describe for the first time a regulatory network solely composed of four Crp/Fnr-family regulators. It allows the marine bacterium *D. shibae* the transition from aerobic to anaerobic growth. Like in many other bacteria oxygen tension is detected via an oxygen-labile Fe-S cluster attached to an Fnr-type regulator, here FnrL (Härtig and Jahn, 2012; Tielen et al., 2012). Similar to the regulatory network of *P. aeruginosa* and *P. stutzeri* a second Crp/Fnr family regulator termed Dnr, here DnrD, detecting NO via a bound heme cofactors, is required for the full induction of the alternative respiratory system of denitrification (Zumft, 1997; Schreiber et al., 2007; Trunk et al., 2010). However, the nitrate responsive NarX/L system, present in *Pseudomonas*, is missing in *D. shibae*. No genes for other known systems of nitrate detection or membrane associated electron flux measurements, like ArcAB, were detected. The periplasmic nitrate reductase of the Nap type convert available nitrate to nitrite. Chemical conversion of nitrite generates NO, the signal for DnrD. In the absence of oxygen this regulator in combination with FnrL induces the whole denitrification pathway (Figure 8). FnrL controls the formation or repression of other terminal oxidases. No dedicated regulator for the repression of genes of the aerobic energy metabolism was observed. This task was achieved by the whole network. For this purpose FnrL and DnrD are inducing the production of two additional Dnrs, namely DnrE and DnrF (Figure 10). This is also the pre-requisite for the fine-tuned adaption of the set of primary dehydrogenases, the coordination with the anoxygenic photosynthesis (Figure 8) and the usual stress response (Usps, cold shock, glutathione) accompanying major physiological changes. Major overlapping regulons were detected for the four Crp/Fnr family regulators of *D. shibae* (Figure 9) allowing for a tightly and cooperatively controlled gene expression. DnrF induces a Na^+^/H^+^ antiporter system. In agreement, a transposon mutagenesis approach with *D. shibae* identified various genes of Na^+^ gradient formation and utilization as essential for anaerobic growth (Ebert et al., 2013). This provides further evidence for a role of membrane localized Na^+^ gradient in the adaptation to anaerobic growth. The transposon mutagenesis approach also identified multiple essential genes of *D. shibae* for anaerobic growth encoded by the five plasmids of the bacterium (Ebert et al., 2013). In agreement, the activity of one of the Dnr regulators, DnrE, is dedicated to plasmid gene control. Obviously, due to the slower anaerobic growth protein biosynthesis, amino acid biosynthesis, and ATP generation are slowed down (Laass et al., 2014). Corresponding gene regulatory adaptations, with decreased ribosomal protein and ATPase formation have been observed. However, only parts of the observed gene regulatory scenario can be attributed to the direct activity of the four Crp/Fnr regulators, most likely other processes including stringent response might account for the observed adaptation. Overall, a novel type of gene regulatory network composed of one Fnr and three Dnr proteins is tightly controlling the aerobic to anaerobic transition of the marine bacterium *D. shibae*.

**Figure 10:**
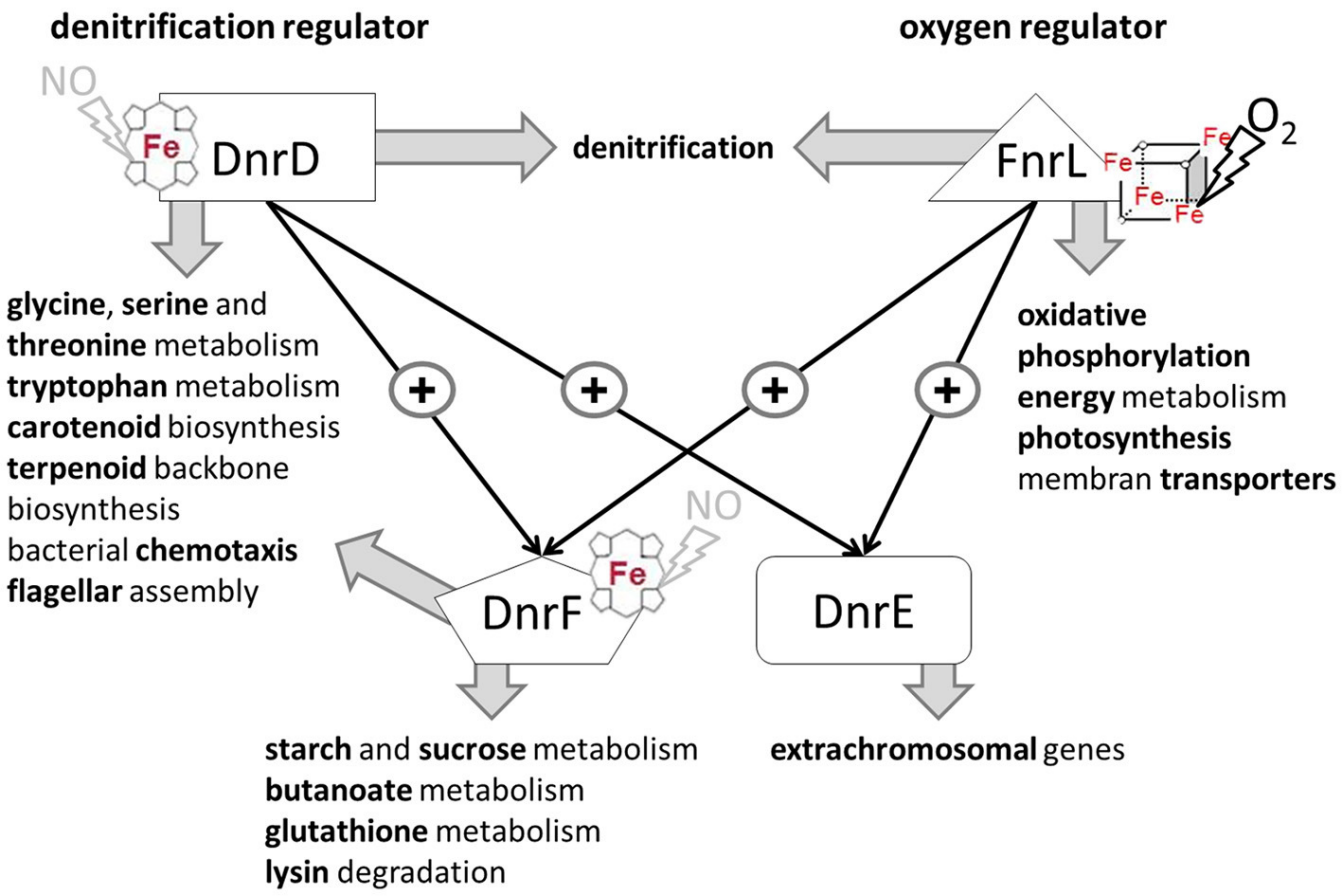
**Cascade type of regulatory network for the control of the aerobic-anaerobic transition by the Crp/Fnr like regulators in ***D. shibae*** DFL12^**T**^**. FnrL sensing oxygen via a bound oxygen-labile Fe-S cluster is the main oxygen regulator. DnrD most likely sensing NO via a bound heme cofactor is the main regulator for denitrification. the master regulators of the aerobic-anaerobic transition. They are inducing/repressing multiple transcriptional units of indicated processes. Moreover, expression of *dnrE* and *dnrF*, which in turn are controlling their own regulons, are modulating the activity of FnrL and DnrD. Interestingly, DnrE is mainly controlling plasmid-encoded genes.

## Author contributions

ME, EH, and DJ: Substantial contributions to the conception and design of the work, data collection, data analysis, and interpretation, drafting the article critical revision to the article, final approval to the version to be published. SL, DE, LR, and AT: Contributions to conception and design of the work, data collection, data analysis, and interpretation. RD: Contribution to design of the work, data analysis, and interpretation.

## Funding

This work was supported by the DFG in Transregio-SFB TRR51.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

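Transcription was measured on one-colour arrays of a custom Agilent design, with RNA of wild type, DS001(Δ*fnrL*), DS002(Δ*dnrD*), DS003(Δ*dnrE*) and DS004(Δ*dnrF*) before the shift from aerobic to anaerobic conditions (0 min) and 60 min after it. Each of these 10 conditions has 3 arrays, which the labels call biological replicates, 30 in all on 5 slides. The authors labelled 2 ug of RNA directly by the ULS chemistry, hybridised 600 ng and read the slides with Agilent Feature Extraction 10.7.3.1. The deposited intensity values of the authors' scanner output hold, for each spot, a signal from which the software had subtracted a background and a spatial trend within the array. No scaling between arrays had been applied to them. The authors also deposited a table of log2 values per spot, and the labels do not state how it was made. Its order of spots within an array is nearly that of the median signal without background subtraction, with a lowest Spearman correlation of 0.999 across spots, which are not independent replicates. Its sorted values differ on average by at most 0.000658 between arrays of a condition, by 0.000498 between the aerobic and the anaerobic condition of wild type and by at least 0.0562 between those of a mutant strain, so its arrays had been scaled within each condition of a mutant strain and over both of wild type, and not across all arrays.

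Each array has 14999 spots, of which 687 are controls. The 14312 gene spots carry 12476 probes, 12272 of them spotted once and 204 spotted 10 times, for 4102 genes. Spots of a probe were averaged on the log2 scale. From each array the 75th percentile of its gene spots was subtracted, and a gene's value is the mean over its probes. No spot was saturated, and between 58 and 146 gene spots per array were outliers by the scanner software. A gene was tested where at least 50% of its probes were well above background, by the scanner software's own flag, on all 3 arrays of at least 1 condition, which left 2995 genes. On all 30 arrays, 948 genes were so. The 75th percentile of the signal lay between 1271 and 5434 on the arrays.

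A linear model with 1 mean per condition was fitted to all 30 arrays with limma 3.58.1 in R 4.3.3, with moderated variances and 20 residual degrees of freedom. Contrasts were each mutant strain against wild type after the shift, the same before the shift, the shift in wild type, and the difference of the shift between each mutant strain and wild type. The p-values are two-sided from limma's moderated test, adjusted by the method of Benjamini and Hochberg over all genes tested, or, where stated, over a list alone. A gene was called with an adjusted p under 0.05 and a log2 change of at least 0.8 in either direction. For the single genes given with an adjusted p, the 3 arrays of one group lay above or below all 3 of the other, except *dnrD*, *dnrE*, *dnrF*, Dshi_3192, *apbE1* and *cycA1* on the arrays labelled DS002(Δ*dnrD*), *dnrF* in DS003(Δ*dnrE*) and *napF* with the shift in wild type. Chance alone gives this for 10% of genes. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The fit was tested on simulated data, where it called 188 of 200 changed genes and 0 others between groups, and 176 of 200 and 7 others for the difference of the shift. The single genes to report follow a rule set beforehand. It takes every gene or locus tag that the results text names for these arrays, 157 in all, of which 156 are on the array. It adds, per mutant strain after the shift, the 3 called genes with the largest rise and the 3 with the largest fall among those with all 3 mutant arrays on one side of all 3 wild type arrays. Operons are given as the number of genes called and the range of log2 changes.

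The alternatives set beforehand were quantile normalization, scaling by array medians, normexp background correction with an offset of 50, the authors' table of log2 values, medians over probes, no filter on dim genes, a filter that needs a signal on all 30 arrays, an unadjusted p, no p at all, a log2 threshold of 1, a fit of the compared groups alone, the replicate number as a block, the culture as a random block with a replicate block within each strain, the slide as a block, the other mutant strains as control, the same strain before the shift as control, and leaving out each array in turn. The slide as a random block and the array of replicate 1 as the only anaerobic array labelled DS002(Δ*dnrD*) were added after seeing the data. Chance was tested by refitting other splits of the same arrays, and the wild type arrays that comparisons share by 100 simulations of unchanged groups. The wild type arrays were simulated there too, so a difference common to the real ones is not part of that test. A further 100 simulations shuffled the deviations of the arrays from their condition means over the arrays, with no difference between the groups or, for the difference of the shift, with the strain and the time keeping their own effects. The β-galactosidase measurements and the RNA sequencing that the paper draws on are not analysed here.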

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

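The simulations of unchanged groups, the split of the strains within each time and the test of signal near background were chosen after the results of this part were seen. The fit with the slide as a block was set beforehand, and its use as a test of the slide was chosen after. The splits of all arrays were planned.

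The change with the shift differed between a mutant strain and wild type for 346 genes in DS001(Δ*fnrL*), 414 on the arrays labelled DS002(Δ*dnrD*), 225 in DS003(Δ*dnrE*) and 494 in DS004(Δ*dnrF*), by limma's test of the interaction of strain and time. These results are listed because the effect of the shift differs between groups. Other splits of the arrays cannot exclude chance here. Of 100 splits of the 12 arrays, 16, 17, 16 and 9 gave as many called genes, the real one included, and of 100 splits of the strains within each time 9, 15, 14 and 8. Both kinds of split carry the differences between strains, and the first also the shift, into the interaction, so they are no measure of chance alone. Variation between the arrays of a condition is argued against, since with the strain and the time keeping their own effects 0 of 100 simulations called as many genes in each strain, and at most 75 genes. The slide is argued against as the whole source, since with the slide as a block 215, 387, 175 and 605 genes were called, in the same order. For wild type that block rests on 1 aerobic array on the slide of the 3 anaerobic arrays. Signal near background in some of the 4 groups is argued against as the whole source as well, since 105, 131, 77 and 129 of the called genes were well above background on all 12 arrays. For the other 241, 283, 148 and 365 genes it cannot be told apart from a change of regulation, because their values near the floor are compressed. On the arrays labelled DS002(Δ*dnrD*), the *dnrF* and *dnrD* signals differ between the anaerobic replicates, so that count also compares unlike arrays. A lost regulator is the biological difference the design names, and it stays among the open explanations.

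Before the shift, 317 genes were called in DS001(Δ*fnrL*) against wild type, 490 on the arrays labelled DS002(Δ*dnrD*), 258 in DS003(Δ*dnrE*) and 450 in DS004(Δ*dnrF*). They are listed because the counts per mutant strain in the paper's Table 4 are for anaerobic conditions. The 10 splits of 3 arrays against 3 cannot exclude chance whatever the effect. In each strain 1 of them, the real one, gave as many calls, and the next largest gave 0. Variation between the arrays of a condition is argued against, since 0 of 100 simulations of unchanged groups called as many genes in each strain, and at most 159. The slide is argued against as the whole source for 3 strains, since with the slide as a block 291 genes were called in DS001(Δ*fnrL*), 389 on the arrays labelled DS002(Δ*dnrD*) and 147 in DS003(Δ*dnrE*). For DS004(Δ*dnrF*) the slide and the strain cannot be told apart, as 0 slides hold arrays of both. The loss of the regulators, and any other difference between the strains that arose in their construction, stay among the open explanations as untested.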

How the results depend on the processing

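The slide as a random block and the array of replicate 1 as the only anaerobic array labelled DS002(Δ*dnrD*) were chosen after seeing the data. All other alternatives here were planned.

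Short names of the strains stand for their arrays here, so that Δ*dnrD* stands for the arrays labelled DS002(Δ*dnrD*). Of the 136 gene results, 110 of them called, 124 kept their direction and their side of the threshold with quantile normalization, 117 with array medians, 125 with normexp correction, 123 with the value table, 133 with probe medians, 135 without the filter on dim genes and 128 in the fit of the compared groups alone. Blocking by slide kept 82 of 112, the slide as a random block 130 of 136, and replicate 1 alone 123. The filter on all arrays kept all 39 genes it left, and the culture as a random block all 21 it was run on. With each array left out in turn, 103 kept their call throughout, 16 lost it at least once and 17 gained it at least once.

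The replicate block changed the call of 0 of the 136 gene results and 0 of the operon counts. Whether the numbers pair the arrays was checked by correlating the deviations of the aerobic and the anaerobic array of a number from their condition means across genes. The 15 correlations ran from 0.0196 to 0.373, with a median of 0.167, against a median of -0.091 for other numbers of a strain. They passed 0.1 for each number in DS001(Δ*fnrL*), in DS004(Δ*dnrF*) and on the arrays labelled DS002(Δ*dnrD*), but not in DS003(Δ*dnrE*) or for replicate 3 of wild type, which enters each difference of the shift. Pairing is thus open, and the unblocked values stand. The culture as a random block gave 1511 genes for the shift in wild type and 373, 432, 257 and 514 for the difference of the shift.

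The following counts of called genes rose or fell by more than 1.5 times. Array medians gave 268 in Δ*fnrL* higher after the shift, 228 in Δ*fnrL* and 345 in Δ*dnrD* lower after the shift and 754 higher with the shift in wild type. The value table gave 269 in Δ*fnrL* higher after the shift, 49 in Δ*dnrD*, 29 in Δ*dnrE* and 79 in Δ*dnrF* lower after the shift, 684 lower with the shift in wild type, 498 in Δ*dnrE* called before the shift and 214 in Δ*fnrL*, 211 in Δ*dnrD* and 378 in Δ*dnrE* in the change with the shift. Normexp correction gave 322 in Δ*fnrL* and 120 in Δ*dnrE* higher after the shift, 106 in Δ*dnrD*, 52 in Δ*dnrE* and 67 in Δ*dnrF* lower after the shift, 264 higher with the shift in wild type, 207 in Δ*fnrL* called before the shift and 210 in Δ*fnrL*, 173 in Δ*dnrD*, 79 in Δ*dnrE* and 224 in Δ*dnrF* in the change with the shift. A log2 threshold of 1 gave 378 in Δ*fnrL* higher after the shift, 121 in Δ*dnrD*, 82 in Δ*dnrE* and 92 in Δ*dnrF* lower after the shift, 211 in Δ*fnrL* called before the shift and 133 in Δ*dnrE* and 292 in Δ*dnrF* in the change with the shift. The compared groups alone gave 253 in Δ*dnrD* in the change with the shift. The slide as a block gave 183 in Δ*fnrL*, 270 in Δ*dnrD* and 61 in Δ*dnrE* higher after the shift, 83 in Δ*fnrL*, 383 in Δ*dnrD* and 93 in Δ*dnrE* lower after the shift, 147 in Δ*dnrE* called before the shift and 215 in Δ*fnrL* in the change with the shift. The other mutant strains as control gave 311 in Δ*fnrL*, 27 in Δ*dnrD*, 266 in Δ*dnrE* and 42 in Δ*dnrF* lower after the shift. The same strain before the shift as control gave 379 in Δ*fnrL* higher after the shift and 885 in Δ*fnrL*, 1225 in Δ*dnrD*, 1218 in Δ*dnrE* and 1351 in Δ*dnrF* lower after the shift. A filter on all 30 arrays, which leaves fewer genes to test, gave 242 in Δ*fnrL*, 99 in Δ*dnrD*, 69 in Δ*dnrE* and 78 in Δ*dnrF* higher after the shift, 38 in Δ*fnrL*, 68 in Δ*dnrD*, 36 in Δ*dnrE* and 50 in Δ*dnrF* lower after the shift, 175 higher with the shift in wild type, 235 lower with the shift in wild type, 126 in Δ*fnrL*, 110 in Δ*dnrD*, 60 in Δ*dnrE* and 118 in Δ*dnrF* called before the shift and 96 in Δ*fnrL*, 108 in Δ*dnrD*, 68 in Δ*dnrE* and 105 in Δ*dnrF* in the change with the shift. The smaller number of genes shows the source of the last difference, and for the others the cause was not tested.

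Replicate 1 alone of the anaerobic arrays labelled DS002(Δ*dnrD*) gave 386 in Δ*dnrD* lower after the shift and an overlap of 46.8% of the DnrD and DnrF regulons, further from the value with all arrays than its jackknife standard error. With it the log2 change of *dnrF* reversed, from -4.12 to 0.32, as the other two arrays lack a *dnrF* signal. Quantile normalization, probe medians, no filter on dim genes, an unadjusted p, no p, the replicate block, the culture as a random block where it could be run and the slide as a random block moved none of the counts of called genes by more than 1.5 times.

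Leaving out each of the 30 arrays in turn gave ranges of 502 to 712 genes higher and 130 to 161 lower in Δ*fnrL* after the shift, 376 to 508 and 190 to 348 in Δ*dnrD*, 178 to 234 and 151 to 186 in Δ*dnrE*, and 309 to 380 and 134 to 265 in Δ*dnrF*. With the shift in wild type the ranges were 376 to 489 higher and 1036 to 1151 lower. Before the shift they were 264 to 358 called in Δ*fnrL*, 468 to 532 in Δ*dnrD*, 238 to 301 in Δ*dnrE* and 414 to 511 in Δ*dnrF*, and for the difference of the shift 261 to 454, 344 to 512, 173 to 306 and 372 to 627. The overlap of the DnrD and DnrF regulons lay between 57.1 and 78.9%. Of these, only the genes lower in Δ*dnrD* moved by more than 1.5 times, to 348 without the anaerobic array of replicate 2 labelled DS002(Δ*dnrD*).

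Of the 97 operon counts above 0, quantile normalization moved 18 by more than 1.5 times, array medians 19, normexp correction 23, the value table 28, probe medians 8, a log2 threshold of 1 26, the compared groups alone 5, replicate 1 alone 5 and the slide as a block 42 of 82. The other mutant strains as control moved 41 of 67, the same strain before the shift 53 of 67 and the filter on all arrays 36 of 67. No filter, no p and the slide as a random block moved 1 each, and an unadjusted p and the replicate block 0. The counts that were 0 are not part of this. Of these 193, quantile normalization brought 5 above 0, array medians 7, normexp correction 1, the value table 2, probe medians 3, no filter 1, an unadjusted p 2, no p 6, the compared groups alone 1, the slide as a random block 3, replicate 1 alone 11 and the replicate block 0. The slide as a block did so for 2 of 150, the other mutant strains as control for 37 of 165 and the same strain before the shift for 87 of 165.

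The slide as a block leaves DS004(Δ*dnrF*) without a fit against wild type at one time, though the difference of the shift can be fitted, and the scan date follows the slide, so no further block was fitted for it. The share of plasmid genes was not run, as no table places the tags on replicons. Signal over background limits what can be said of dim genes. On the anaerobic arrays as few as 42.1% of gene spots were well above background, and changes of genes near background are compressed or given as bounds.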

Differences from the paper's values

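The alternatives set before the data were examined were quantile normalization, array medians, normexp correction, the value table, probe medians, no filter on dim genes, the filter on all arrays, an unadjusted p, no p, a log2 threshold of 1, the compared groups alone, the replicate block, the slide as a block, the other mutant strains as control, the same strain before the shift as control, and leaving out each array in turn.

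A count differed where it and the paper's value were more than 1.5 times apart. For log2 changes no such limit is stated here, and small gaps are listed too, so both values are printed. Of 12 values set beside the paper's text, 5 differed. After the shift 590 genes higher were counted in DS001(Δ*fnrL*), and the paper's value is 329. It no longer differed with quantile normalization, array medians, normexp correction, the value table, the filter on all arrays, a log2 threshold of 1 and the same strain before the shift as control and still differed with every other alternative that gave a value. After the shift 224 genes lower were counted on the arrays labelled DS002(Δ*dnrD*), and the paper's value is 138. The value no longer differed with normexp correction and a log2 threshold of 1 or without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*) and still differed with every other alternative that gave a value. After the shift 165 genes lower were counted in DS003(Δ*dnrE*), and the paper's value is 69. This value no longer differed with normexp correction, a log2 threshold of 1 and the slide as a block and still differed with every other alternative that gave a value. After the shift 194 genes lower were counted in DS004(Δ*dnrF*), and the paper's value is 92. Here it no longer differed with normexp correction, the value table and a log2 threshold of 1 or without the anaerobic array of replicate 3 of DS004(Δ*dnrF*) and still differed with every other alternative that gave a value. After the shift 741 regulated genes in all were counted in DS001(Δ*fnrL*), and the paper's value is 477. Set beside it, the value no longer differed with quantile normalization, array medians, normexp correction, the value table and a log2 threshold of 1 or without the anaerobic array of replicate 2 of DS001(Δ*fnrL*), without the anaerobic array of replicate 2 of wild type or without the anaerobic array of replicate 3 of wild type and still differed with every other alternative that gave a value.

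Of 93 values set beside the paper's supplement, 26 differed, and only these are listed. With the value table 22 of the 26 no longer differed. Over 315 genes of Table S3 the Pearson correlation with the paper's values was lowest in DS004(Δ*dnrF*), at 0.950. It was highest for the shift in wild type, at 0.988, and genes are not independent replicates. *napA* (Dshi_3165) had a log2 change of 3.13 in wild type with the shift, and the paper's value in its supplement is 2.6015. That value no longer differed with normexp correction and the value table and still differed with every other alternative that gave a value. *napF* (Dshi_3167) had a log2 change of 2.40 on the arrays labelled DS002(Δ*dnrD*), and the paper's value in its supplement is 1.3993. It no longer differed with probe medians and the slide as a block and still differed with every other alternative that gave a value. *napF* (Dshi_3167) had a log2 change of 2.07 in DS003(Δ*dnrE*), and the paper's value in its supplement is 1.3771. The value no longer differed with quantile normalization, normexp correction, the value table and the slide as a block or without the anaerobic array of replicate 2 of DS003(Δ*dnrE*) or without the anaerobic array of replicate 3 of wild type and still differed with every other alternative that gave a value. *napF* (Dshi_3167) had a log2 change of 2.36 in DS004(Δ*dnrF*), and the paper's value in its supplement is 1.4466. This value no longer differed with the value table and probe medians or without the anaerobic array of replicate 3 of wild type and still differed with every other alternative that gave a value. *hemA3* (Dshi_3190) had a log2 change of at least 8.41 in wild type with the shift, given as a bound, and the paper's value in its supplement is 7.5029. Here it no longer differed with quantile normalization, normexp correction and the value table and still differed with every other alternative that gave a value. *norC* (Dshi_3183) had a log2 change of at least 8.72 in wild type with the shift, given as a bound, and the paper's value in its supplement is 7.6843. Set beside it, the value no longer differed with normexp correction and the value table and still differed with every other alternative that gave a value. *nosZ* (Dshi_3194) had a log2 change of at least 8.74 in wild type with the shift, given as a bound, and the paper's value in its supplement is 7.3457. That value no longer differed with normexp correction and the value table and still differed with every other alternative that gave a value. *nosZ* (Dshi_3194) had a log2 change of -0.26 on the arrays labelled DS002(Δ*dnrD*), and the paper's value in its supplement is 0.1837. It no longer differed with quantile normalization and the value table or without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*) and still differed with every other alternative that gave a value. *lldD2* (Dshi_0948) had a log2 change of 1.28 in DS001(Δ*fnrL*), and the paper's value in its supplement is 0.7938. The value no longer differed with array medians and the value table and still differed with every other alternative that gave a value. *lldD2* (Dshi_0948) had a log2 change of 2.71 in DS003(Δ*dnrE*), and the paper's value in its supplement is 2.1863. This value no longer differed with the value table and the slide as a block and still differed with every other alternative that gave a value. *lldD2* (Dshi_0948) had a log2 change of 1.35 in DS004(Δ*dnrF*), and the paper's value in its supplement is 0.9025. Here it no longer differed with the value table and still differed with every other alternative that gave a value. *petC* (Dshi_3276) had a log2 change of 0.98 in DS001(Δ*fnrL*), and the paper's value in its supplement is 1.207. Set beside it, the value no longer differed with quantile normalization, the value table and probe medians and still differed with every other alternative that gave a value. *fixO* (Dshi_0662) had a log2 change of -4.65 in DS001(Δ*fnrL*), and the paper's value in its supplement is -4.1144. That value no longer differed with normexp correction and the value table and still differed with every other alternative that gave a value.

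*fixS* (Dshi_0668) had a log2 change of 0.11 in DS001(Δ*fnrL*), and the paper's value in its supplement is -0.1109. It no longer differed with probe medians and still differed with every other alternative that gave a value. *ctaC* (Dshi_1140) had a log2 change of 3.39 in DS001(Δ*fnrL*), and the paper's value in its supplement is 2.974. The value no longer differed with quantile normalization, array medians, normexp correction, the value table and the slide as a block or without the anaerobic array of replicate 1 of DS001(Δ*fnrL*) or without the anaerobic array of replicate 2 of wild type and still differed with every other alternative that gave a value. Dshi_0812 had a log2 change of -4.91 or lower, given as a bound, in DS001(Δ*fnrL*), and the paper's value in its supplement is -3.8926. This value no longer differed with normexp correction and the value table and still differed with every other alternative that gave a value. Dshi_1411 had a log2 change of -4.95 in DS001(Δ*fnrL*), and the paper's value in its supplement is -4.1336. Here it no longer differed with normexp correction, the value table and probe medians and still differed with every other alternative that gave a value. *rbsB* (Dshi_0390) had a log2 change of 1.76 in DS001(Δ*fnrL*), and the paper's value in its supplement is 1.245. Set beside it, the value no longer differed with quantile normalization, array medians, normexp correction and the value table and still differed with every other alternative that gave a value. *hemA2* (Dshi_1182) had a log2 change of -1.08 in DS001(Δ*fnrL*), and the paper's value in its supplement is -0.8487. That value no longer differed with quantile normalization and still differed with every other alternative that gave a value. *secE* (Dshi_0258) had a log2 change of 1.14 in DS001(Δ*fnrL*), and the paper's value in its supplement is 0.9576. It no longer differed with quantile normalization, normexp correction and the slide as a block or without the anaerobic array of replicate 2 of DS001(Δ*fnrL*) or without the anaerobic array of replicate 1 of wild type and still differed with every other alternative that gave a value. Dshi_1659 had a log2 change of 2.52 in DS001(Δ*fnrL*), and the paper's value in its supplement is 1.4361. The value no longer differed with array medians, normexp correction, the value table and probe medians and still differed with every other alternative that gave a value. Dshi_2213 had a log2 change of -3.50 in DS001(Δ*fnrL*), and the paper's value in its supplement is -3.2118. This value no longer differed with quantile normalization and the value table and still differed with every other alternative that gave a value. *gcd* (Dshi_0476) had a log2 change of 1.22 in DS004(Δ*dnrF*), and the paper's value in its supplement is 0.8376. Here it no longer differed with quantile normalization, normexp correction and the value table or without the anaerobic array of replicate 1 of DS004(Δ*dnrF*), without the anaerobic array of replicate 2 of DS004(Δ*dnrF*) or without the anaerobic array of replicate 3 of wild type and still differed with every other alternative that gave a value. Dshi_4225 had a log2 change of -5.62 or lower, given as a bound, in DS003(Δ*dnrE*), and the paper's value in its supplement is -4.4844. Set beside it, the value no longer differed with normexp correction and the value table and still differed with every other alternative that gave a value. Dshi_1470 had a log2 change of at least 5.42 in DS001(Δ*fnrL*), given as a bound, and the paper's value in its supplement is 4.7777. That value no longer differed with array medians, normexp correction and the value table and still differed with every other alternative that gave a value. *ctaB* (Dshi_1141) had a log2 change of 3.56 in DS001(Δ*fnrL*), and the paper's value in its supplement is 2.9472. It no longer differed with normexp correction, the value table and the slide as a block and still differed with every other alternative that gave a value.

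The paper states that *napF* does not depend on the 4 regulators, and here it was called higher than in wild type in each mutant strain, by log2 changes from 1.81 to 2.40. Its signal was higher in each mutant strain before the shift too, and only a minority of the wild type anaerobic arrays had it well above background. A difference of the wild type arrays can thus not be told apart from an effect of the regulators. With the slide as a block it was not called in DS001(Δ*fnrL*) and DS003(Δ*dnrE*). Its statement that FnrL induces the *napDAGHBC* operon meets 0 of 6 genes called lower in DS001(Δ*fnrL*) by limma, 0 at an unadjusted p, 2 with array medians or the slide as a block and 1 with probe medians. Also *napA* was called lower with a log2 change of -0.91 without the anaerobic array of replicate 1 of DS001(Δ*fnrL*), and so it was without the anaerobic array of replicate 2 or 3 of wild type. The paper describes *dnrD* as independent of oxygen, and its signal in wild type rose by a log2 change of 2.97. It names Dshi_2190 as *hemA* in the text and as *tig* in Table S1, and counts it as activated by FnrL. Its log2 change in DS001(Δ*fnrL*) was 0.74, under the threshold and not lower, and 0.83 with quantile normalization, which called it higher.

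The paper names DnrD as an activator of the *nir*, *nor* and *nos* operons. It also found expression of its *nirS* and *nosR2* reporter fusions abolished or almost absent in DS002(Δ*dnrD*). Of the anaerobic arrays with that label, replicates 2 and 3 had *dnrD* signals of 2.94 and 2.60, as in wild type. These 2 arrays cannot test a loss of DnrD. With all 3 anaerobic arrays labelled DS002(Δ*dnrD*), 0 genes of each were called lower by limma. At an unadjusted p or with array medians 2 *nir* and 2 *nor* genes were, and with the slide as a random block, chosen after seeing the values, 2 of each as well. Without a p, the 9 *nir* genes pass the log2 threshold with changes from -2.08 to -1.17, and the lowest of *nor* and *nos* do with -2.93 and -1.34. Leaving out replicate 2 or 3 of that label called *nirS* and *norC* lower, and so did leaving out replicate 2 of the anaerobic arrays of DS001(Δ*fnrL*) for *nirS*. The array of replicate 1 alone, chosen after seeing the values, called 9 of 9, 5 of 5 and 7 of 7 lower. For *apbE1* the log2 change on the 3 arrays was -1.93 and for *cycA1* -1.72, neither called. Both were called lower without a p, at an unadjusted p, without replicate 2 or 3 of that label, on replicate 1 alone or with the slide as a random block. Array medians also called *cycA1*, as did leaving out replicate 1 or 2 of the anaerobic arrays of DS001(Δ*fnrL*).

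The paper states a repression of the *atp* genes by DnrD, where 0 genes were called higher by limma at an adjusted or an unadjusted p and 3 of *atpIBEXF* on replicate 1 alone, chosen after seeing the values. It describes *dnrF* as induced by DnrD. On replicate 1 alone, the only anaerobic array of that label without a *dnrD* signal, the log2 change of *dnrF* was 0.32, and -4.12 with all 3 arrays. The paper lists Dshi_1390 among the induced genes and among those repressed by FnrL, and it was not called in either comparison here, with log2 changes of 0.72 and 0.73. Array medians and the slide as a block called the first, and quantile normalization the second, as did leaving out 1 array each, without the aerobic array of replicate 1 of wild type and without the anaerobic array of replicate 1 of DS001(Δ*fnrL*). It states that DnrF represses the *nos* operon, where 2 of 7 genes were called higher. With probe medians, the compared groups alone, an unadjusted p, no p, on replicate 1 alone or without the anaerobic array of replicate 1 labelled DS002(Δ*dnrD*) there were 3, with the other mutant strains as control 6 and with the same strain before the shift as control 7.

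Dshi_0205, *hmuS* and Dshi_4169, which the paper lists as regulated, were not well above background on all 3 arrays of any condition and were not tested. Without the filter on dim genes Dshi_4169 was called lower in DS003(Δ*dnrE*), the paper's direction, by -1.02 between signals near background. The paper presents *lldD2* as repressed by the Dnr regulators, and it was called higher in DS001(Δ*fnrL*) as well, by 1.28. It presents the *phaACEFG* genes and Dshi_4225 as altered in the *dnrE* mutant strain exclusively, and Dshi_4225 was also called lower in DS001(Δ*fnrL*), with a log2 change of -3.24. On replicate 1 labelled DS002(Δ*dnrD*), the only anaerobic array of that label without a *dnrD* signal, the *pha* genes changed by -1.02 to -0.55. Their exclusivity against DnrD thus stays open. The paper places *iscR* and *gcd* in the DnrF specific regulon. Both were called in the same direction on the arrays labelled DS002(Δ*dnrD*), *iscR* with a signal near background and not with normexp correction or the value table. There *gcd* was called higher by 1.10, though not with normexp correction, with the slide as a block or on replicate 1 alone.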

Other observations

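In this part, the splits of arrays, the simulations of the shared wild type arrays, the slide for the genes that changed alike in all strains and the test of dim genes were planned, and all other tests were chosen after the results were seen.

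The *dnrD* signal lay at the level of wild type on the anaerobic arrays of replicates 2 and 3 labelled DS002(Δ*dnrD*), while *dnrF* lay at background, at least 29.5-fold lower. Wild type cells in these cultures are argued against, since the higher of the log2 differences of *dnrF* between these arrays and wild type was -6.26. A swap of labels with arrays of DS004(Δ*dnrF*) is also argued against, since 0 of the anaerobic arrays with that label lacked a *dnrD* signal. RNA of DS004(Δ*dnrF*) on these arrays is a candidate explanation that the values are consistent with. Their log2 differences had a median correlation of 0.888 across genes with the arrays of DS004(Δ*dnrF*), against 0.470 for replicate 1. They correlated by 0.843 with each other, and the arrays of DS004(Δ*dnrF*) among themselves by 0.776 to 0.848. Genes are not independent replicates. Whether the RNA, the culture or the label was exchanged was not tested, and a revertant with a lost *dnrF* was not tested either. If these arrays carry RNA of DS004(Δ*dnrF*), 1 array of the anaerobic *dnrD* mutant strain remains.

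The 483 genes called in both the anaerobic arrays labelled DS002(Δ*dnrD*) and DS004(Δ*dnrF*) exceed what other splits give, as 1 of 100 splits of the 9 arrays, the real one, gave as many, so chance can be excluded. Random variation of the wild type arrays that both comparisons share is argued against, with 0 of 100 simulations of unchanged groups reaching that number. A difference common to the real wild type arrays is not part of these simulations. A difference from wild type that was there before the shift may account for part, as 52.4% of these genes were called the same way in both before the shift. RNA of DS004(Δ*dnrF*) on 2 of the arrays labelled DS002(Δ*dnrD*) is argued against as the whole source by the same 52.4%, against 3.62% of the other genes tested, since the aerobic arrays of that label had *dnrD* at background and *dnrF* well above it. For the other 230 genes it cannot be told apart from a shared regulon, because replicate 1, with 464 genes called the same way in both when fitted alone, is a single array.

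For each comparison of 3 arrays against 3, 1 of 10 splits gave as many called genes, the real one, and 10 splits cannot exclude chance whatever the effect. The next largest split gave 1 called gene for the shift in wild type, 44 for DS001(Δ*fnrL*) after the shift, 160 for the arrays labelled DS002(Δ*dnrD*), 4 for DS003(Δ*dnrE*) and 90 for DS004(Δ*dnrF*). Variation between the arrays of a condition is argued against, since 0 of 100 simulations of unchanged groups called as many genes in any of these comparisons, and at most 73. A difference between slides is not part of these simulations.

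After the shift, 102 genes were called the same way in all 4 mutant strains, taken by their labels. The anaerobic arrays of replicates 2 and 3 labelled DS002(Δ*dnrD*) had a *dnrD* signal and none of *dnrF*. The 4 labels may thus stand for fewer independent strains. Random variation of the wild type arrays that the 4 comparisons share is argued against, since 0 of 100 simulations reached this number. A difference common to the real wild type arrays is not part of these simulations. The slide of the wild type anaerobic arrays is argued against as the whole source. Of these genes, 51.0% differed the same way by a log2 change of 0.8 or more within both slides that hold a wild type array and mutant arrays before the shift. For the other 50 genes the slide and a difference between the mutant strains and wild type cannot be told apart, because the wild type anaerobic arrays lie on a slide without mutant arrays. A difference between the wild type culture and the parent of the mutant strains was not tested.

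The median log2 change of DS001(Δ*fnrL*) against wild type after the shift was 0.40 over all genes tested. Dim genes compressed against the background are argued against, since the median over the 948 genes well above background on all 30 arrays was 0.436. With array medians it was 0.05, so the number of genes called higher depends on how the arrays are scaled, and no spike-in signal was used here to decide between them.

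Of the 31 genes from Dshi_4154 to Dshi_4226 with a signal on all 3 wild type aerobic arrays, 83.9% had none on any of the 6 arrays of DS003(Δ*dnrE*). The exceptions were Dshi_4164, Dshi_4170, Dshi_4194, Dshi_4195 and Dshi_4221, a list chosen after its values were seen. On the 3 aerobic arrays of the other strains, 4 of them had no signal in DS001(Δ*fnrL*), 2 on the arrays labelled DS002(Δ*dnrD*) and 3 in DS004(Δ*dnrF*). Among the 38 such genes from Dshi_4080 to Dshi_4152, 0 had no signal on the 6 arrays of DS003(Δ*dnrE*). Absence or low copy of that DNA in DS003(Δ*dnrE*) is a candidate explanation. It cannot be told apart from a loss of expression, because no DNA of the strain was measured.

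Dshi_3192 and the 7 *nos* genes, 8 genes downstream of *dnrE*, were all called higher in DS003(Δ*dnrE*) than in wild type before the shift, while *hemA3*, on its other side, was not well above background on any of these arrays, so that its change is left open. Transcription running on from the resistance cassette in place of *dnrE* is a candidate explanation, and the values are consistent with it. The Spearman correlation of the position after *dnrE* with the log2 change was -0.881 over the 8 genes (two-sided exact permutation p = 0.00724), and neighbouring genes are not independent. A loss of a repression by DnrE before the shift cannot be told apart from it, because DnrE itself was not measured. The *dnrE* signal was well above background on 0 of the 3 wild type aerobic arrays, but 1 of its 3 probes was so on each of them and on the aerobic arrays of DS003(Δ*dnrE*), which leaves the protein open.

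Probes of a called gene pointed in opposite directions for 88 genes with the shift in wild type, 5 in DS001(Δ*fnrL*), 10 on the arrays labelled DS002(Δ*dnrD*), 3 in DS003(Δ*dnrE*) and 8 in DS004(Δ*dnrF*). Of the genes called after the shift, 49.8% on the arrays labelled DS002(Δ*dnrD*), 37.9% in DS003(Δ*dnrE*) and 54.2% in DS004(Δ*dnrF*) were called the same way before the shift.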
